# Increased sucrose levels mediate selective mRNA translation in Arabidopsis

**DOI:** 10.1186/s12870-014-0306-3

**Published:** 2014-11-18

**Authors:** Magdalena Gamm, Alessia Peviani, Anne Honsel, Berend Snel, Sjef Smeekens, Johannes Hanson

**Keywords:** Arabidopsis, Protein synthesis, Sugar signaling, Translational regulation

## Abstract

**Background:**

Protein synthesis is a highly energy demanding process and is regulated according to cellular energy levels. Light and sugar availability affect mRNA translation in plant cells but the specific roles of these factors remain unclear. In this study, sucrose was applied to Arabidopsis seedlings kept in the light or in the dark, in order to distinguish sucrose and light effects on transcription and translation. These were studied using microarray analysis of steady-state mRNA and mRNA bound to translating ribosomes.

**Results:**

Steady-state mRNA levels were affected differently by sucrose in the light and in the dark but general translation increased to a similar extent in both conditions. For a majority of the transcripts changes of the transcript levels were followed by changes in polysomal mRNA levels. However, for 243 mRNAs, a change in polysomal occupancy (defined as polysomal levels related to steady-state levels of the mRNA) was observed after sucrose treatment in the light, but not in the dark condition. Many of these mRNAs are annotated as encoding ribosomal proteins, supporting specific translational regulation of this group of transcripts. Unexpectedly, the numbers of ribosomes bound to each mRNA decreased for mRNAs with increased polysomal occupancy.

**Conclusions:**

Our results suggest that sucrose regulate translation of these 243 mRNAs specifically in the light, through a novel regulatory mechanism. Our data shows that increased polysomal occupancy is not necessarily leading to more ribosomes per transcript, suggesting a mechanism of translational induction not solely dependent on increased translation initiation rates.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-014-0306-3) contains supplementary material, which is available to authorized users.

## Background

Plant growth and development depend on energy provided by carbohydrates and the coordination of its storage and mobilization. Energy-consuming processes must be controlled to coordinate growth with energy availability in an ever-changing environment. One of the most energy-demanding cellular processes is protein synthesis: energy has to be provided for amino acid and tRNA synthesis, peptide bond formation, and the biogenesis of the translational machinery [1]. In Arabidopsis rosettes, 10% of the proteins were estimated to be ribosomal proteins, but these numbers are likely higher in rapidly growing tissues [2]. In addition, a large number of non-ribosomal proteins are needed for initiation, elongation, termination, and ribosome recycling during mRNA translation [3]. Translation is considered to be regulated at initiation [4], while elongation and termination rates are proposed to be less affected in most conditions [5]. Initiation rates control the loading of the mRNA into polysomes, affecting translational efficiency [6,7]. How specific mRNAs are selected for translation is poorly understood. A number of mRNA features have been proposed to be involved in translational regulation, including 5′UTR length and nucleotide sequence composition, secondary structure, the presence of uORFs, as well as different cis-acting motifs within the mRNA sequence [8,9].

Several studies address the adaptation of translational efficiency to changes in environmental conditions like mild dehydration [8], hypoxia [9,10], salt and high temperature [11,12]. Stress conditions generally affect translation by decreasing both polysomal occupancy (fraction of an mRNA present in polysomes) and ribosome density (number of ribosomes per mRNA). Interestingly, some mRNAs escape this general stress mediated reduction of translation and maintain or increase polysomal occupancy, ensuring the production of proteins necessary for adaptation. Such translational control is essential for the plant’s response to stress and adds another layer to the regulation of gene expression [13,14]. Translation of other mRNAs is strongly repressed under stress conditions, while their steady-state transcript levels do not change [15]. Recently, some of these mRNAs were found to associate with the UBP1 RNA-binding protein during hypoxia [16]. UBP1 might be involved in sequestering mRNAs in cytoplasmic granules for the duration of the stress and their release for translation during recovery, thus providing a mechanism of translational regulation [16]. Interestingly, the formation of these UBP1-granules might be connected to ATP availability [16], suggesting a link between energy availability and translation. Energy availability has been implicated to affect protein synthesis at several levels [1,17–19].

Increased sucrose availability correlates with increased association of mRNAs to polysomes during daytime, whereas during the night protein synthesis is adapted to limit energy consumption [1,18]. Sucrose starvation of cultured Arabidopsis cells represses translation of most mRNAs, generally independent of changes in steady-state mRNA levels [17]. Similarly, low sugar status induced by unexpected dark treatment of Arabidopsis seedlings leads to a reduction of translation, with mRNAs being sequestered and re-initiated rapidly after re-illumination [19]. Interestingly, many of the mRNAs affected by varying sugar levels encode ribosomal proteins.

Ribosomal protein genes are among the main targets of translational control in many experiments, for example after growth stimulation of germinated maize embryos [20]. Recently, mRNAs encoding ribosomal proteins were proposed to form a ‘regulon’ of coordinated translational regulation [14], likely dependent on the initiation factor eIF3h and the ribosomal protein RPL24B [21]. In *Arabidopsis thaliana*, ribosomal proteins are encoded by more than 240 genes [22,23] of which most are translated to proteins as judged by proteomic experiments [23–25]. Generally, only a single protein of each of the 81 protein families is present in the functional ribosome leading to a great number of possible combinations [26]. A role of the resulting ribosomal heterogeneity is yet to be identified, but mutants lacking specific paralogs of ribosomal proteins often display severe and distinguishable phenotypes [27,28]. Possibly, the differential composition of ribosomes in response to changes in growth conditions contributes to the selective translation of mRNA subsets [29,30]. Interestingly, sucrose treatment was shown to significantly change ribosomal protein composition [31]. The finding that sucrose concentrations correlate with general translational activity [1] and affect ribosomal protein composition suggest a function for sucrose in translational control and, possibly, mRNA selection. A further source of ribosome heterogeneity is post-translational modification of ribosomal proteins. Recently, a number of plant ribosomal proteins and initiation factors (eIFs) were shown to be phosphorylated in response to photosynthetic activity [32,33]. Interestingly, phosphorylation of eIF3C, eIF5A2, and eIF5A3 was found to be dependent on light, but independent of net photosynthesis [33], indicating that light might play a role in translational control independent of the energy aspect. Light was shown to induce translational activity in etiolated seedlings [34], during the diurnal cycle [18], or after an unexpected dark treatment [19]. However, the specific roles of light and sugars in translational control have not been studied so far. Furthermore, while the general effects of energy metabolism on protein synthesis have been described, the effect of sugars on translation of specific mRNAs has not been studied in detail. Until now, most of the studies on translational regulation address stress mediated reduction of translation, and little information is available on the regulation of increase in translation. It is unknown whether translational inhibition and stimulation use the same or different regulatory mechanisms.

We hypothesize that specific genes are translationally stimulated in response to sugar levels. In this study, we analyze the effect of sucrose on seedlings under light or dark conditions in order to uncouple light and sugar effects and to identify mRNAs differentially translated under these conditions. We confirm the general induction of translation in response to increased sucrose concentration in both light and dark treatments. However, polysomal occupancy of a number of genes was found to increase specifically after sucrose treatment in the light. Most of these sucrose responsive mRNAs are poorly translated under the control (no sucrose) conditions and do not change in steady-state abundance after sucrose treatment. Ribosomal protein mRNAs are among those found to be controlled by sucrose at the translational level. Interestingly, the increase in polysomal occupancy is not accompanied by an increase in ribosome density, indicating the involvement of a novel mechanism in translational stimulation in response to sucrose.

## Results

### Metabolic effects of the sugar treatments in different conditions

The biological material used and the experiments performed in this study are summarized in Figure 1. Sucrose treatments were applied to Arabidopsis seedlings both in the dark and in the light in order to uncouple the effects of sucrose and light on translation. To adjust for osmotic changes of the media control samples were treated with equimolar concentrations of sorbitol. Metabolite changes induced in the seedlings under the different conditions were analyzed using GC-MS (Table 1, Additional file 1: Table S1). By comparing data obtained for seedlings treated with sorbitol (control) in the dark and in the light, we could conclude that dark control treatment did not induce carbon starvation in our conditions, as sucrose and hexose levels were not significantly affected, similar to most of the identified metabolites. Interestingly, some of the metabolite levels showed a significantly different response to sucrose treatment in the light and in the dark. The levels of amino acids glycine and glutamine increased in the light but not in the dark, while valine and isoleucine decreased in the dark but not in the light. Furthermore, the sucrose-induced increase in hexose and hexose-phosphate levels was stronger in the light. While the organic acids malic acid and citric acid accumulated more in the light than in the dark, succinic acid showed higher levels in the dark. Glycerol-3-phosphate showed reduced levels in the light but not in the dark. This indicates that the sucrose treatment affected metabolism differently in the dark than in the light condition.

**Figure 1:**
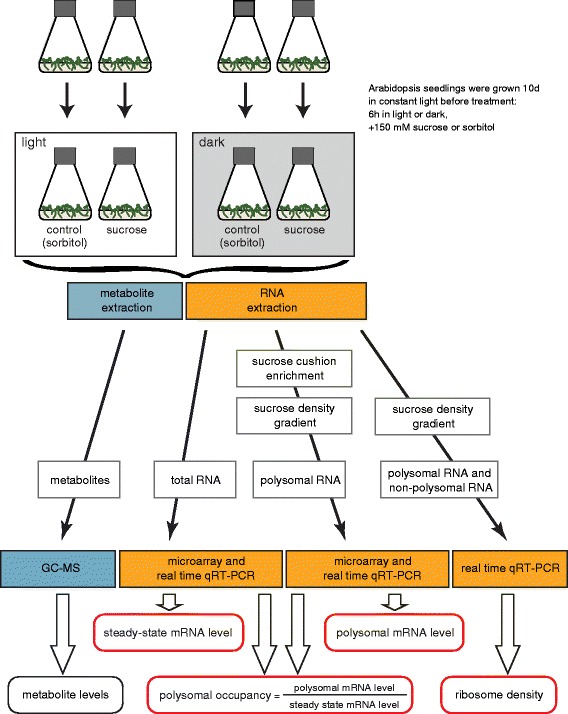
**Schematic summarizing the biological material used and the experiments performed in this study.**

**Table 1:** **Changes of metabolite concentrations induced by sucrose treatments in the light and in the dark**

**Metabolites**	**Light sucrose compared to light control**	**Dark control compared to light control**	**Dark sucrose compared to dark control**
***Sugars and related compounds***			
Glycerol-3-phosphate	0.48 *	0.77	0.83
Hexoses	186.7 *	0.94	108.2 ◊
Hexose-6-phosphates	2.34 *	1.27	1.23
Inositol	0.88	1.02	0.86
Sorbitol	0.08 *	0.98	0.05 ◊
Sucrose	53.5 *	1.47	37.4 ◊
***Amino acids and derivatives***			
4-Aminobutyric acid	0.97	1.15	1.21
Alanine	0.96	1.04	0.90
Arginine	1.00	1.17	0.92
Asparagine	1.33	1.21	1.08
Aspartic acid	1.29	0.87	1.20
Glutamic acid	1.47	1.22	1.49
Glutamine	2.06 *	1.12	1.12
Glycine	10.9 *	0.33	2.56
Isoleucine	0.81	1.83 *	0.30 ◊
Lysine	1.06	1.30	0.93
O-acetylserine	1.47	1.35	5.77
Ornithine	1.06	1.28	0.95
Serine	0.41 *	0.82	0.46 ◊
Threonic acid	1.34	1.09	0.90
Threonine	0.87	0.78	0.64
Valine	1.20	1.29	0.69 ◊
***Organic acids***			
4-Hydroxybenzoic acid	0.92	0.98	0.98
Citric acid	7.12 *	0.99	2.26
Fumaric acid	1.54 *	0.69 *	1.38 ◊
Maleic acid	0.89	0.92	0.94
Malic acid	5.67 *	0.56	3.89 ◊
Succinic acid	1.41	0.99	3.70 ◊
***Other compounds***			
Ascorbic acid	1.44 *	0.95	0.98
Gluconic acid	1.13	1.12	0.70 ◊
Octadecanoic acid	0.88	0.97	0.94
Phosphoric acid	0.83	1.33	0.75
Piperidine	0.97	1.10	0.95
Putrescine	1.18	1.17	1.17
t-Sinapinic acid	0.92	1.09	0.97

Values represent the average fold change of different metabolites in treated samples versus the respective control. Asterisks denote a significant difference to the light control (Student’s t-test with Bonferroni correction for multiple testing, p < 0.05), diamond symbol denotes a significant difference to the dark control (Student’s t-test with Bonferroni correction for multiple testing, p < 0.05).

### Sucrose treatments affect transcription differentially in the light than in the dark

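Seedlings of Arabidopsis Col-0 grew in liquid culture in constant light, for 10 days according to the paper's methods and 7 days according to the sample labels. They then stayed for 6 h in light or in darkness with 150 mM sucrose, or with 150 mM sorbitol as the control. Total RNA, which gives the steady-state level, was hybridized to AGRONOMICS1 tiling arrays, with 3 arrays per treatment from replicates 7, 8 and 9. Each replicate of a treatment was a culture of its own. The authors corrected the background, normalized the arrays and summarized the probes of each gene with RMA, and deposited the result as log2 values. After array controls were left out, 30386 gene features of 30174 loci remained and were all tested, without a filter on low values. Array medians lay between 5.92 and 6.06, and no value was missing. A linear model with a mean for each treatment and kind of RNA was fitted to the 24 arrays with limma. In it, the total and the polysomal RNA arrays share one estimate of the spread. A steady-state change is a difference between the means of total RNA arrays of a pair of treatments. It was called at an adjusted p under 0.05 (Benjamini-Hochberg) and a change of more than 2-fold. The number of arrays limits the precision of each value.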

Differences in transcript levels induced under the different conditions were studied using microarray analysis (Additional file 2: Table S2). 

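In the dark control, limma called 452 gene features against the light control at this threshold. Without the requirement of a 2-fold change, 3039 features passed. Leaving out replicate 8 lowered the number of calls to 200, and the other replicates left out gave 311 (without replicate 7) and 444 (without replicate 9).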

When comparing the sorbitol treated controls, it became apparent that the dark treatment alone affected only few genes (358) in their steady-state level (p < 0.05, more than 2 fold change). 99 of these genes were up-regulated and GO terms related to response to sugar stimuli were found enriched. 

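Among the calls, 138 gene features rose in the dark control. The largest rises with the same direction in each replicate were those of FLP1, 2.81 ± 1.31 on the log2 scale (SD, n = 3, adjusted p = 0.00317 from limma), and TPX2, 2.77 ± 0.95 (SD, n = 3, adjusted p = 0.00482), whose light control level of 3.91 ± 0.38 lay below the lower quartile of those arrays (4.29 or more).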

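Starvation responses were read from a list of 8 marker genes of energy starvation, chosen from general knowledge. All 8 had a higher mean steady-state level in the dark control, with log2 changes from 0.01 to 1.28 and a median of 0.60. DIN2, a beta-glucosidase gene (AT3G60140) on chromosome 3 from 22216672 to 22220824 in the array's annotation, rose from 6.73 ± 0.23 to 8.01 ± 0.30 (log2 values, SD, n = 3, adjusted p = 5.51e-04 from limma). It was the only marker called over all genes. Without replicate 8 its rise was 1.29 with an adjusted p of 0.0743, and no marker had an adjusted p under 0.05 over all genes. Without replicate 9, 4 markers had one, of which only DIN2 rose by more than 2-fold. Adjusted over the list alone, 4 of the 8 had an adjusted p under 0.05, and none of the other 3 rose by more than 2-fold. These were ASN1 (0.88 ± 0.46), SEN1 (0.85 ± 0.41) and TPS10 (0.80 ± 0.36, each SD, n = 3).

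**Figure D1:**
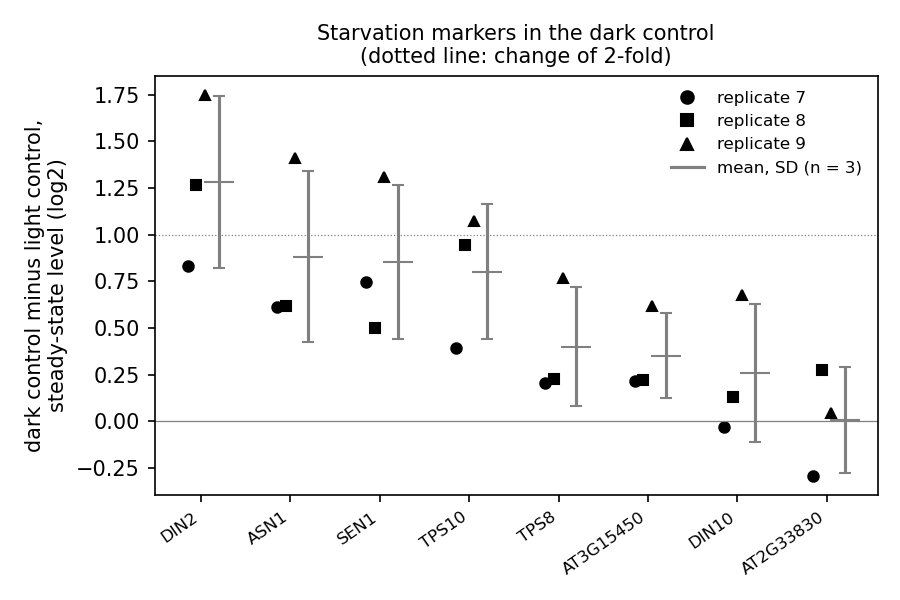
Steady-state change of 8 starvation markers between the dark control and the light control (log2), with 1 symbol per replicate and the mean and SD (n = 3) in grey. DIN2 at 1.28 is the only marker whose mean lies above the dotted line, which marks a change of 2-fold.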

No genes related to stress response or starvation were induced by the dark control treatment providing further evidence that this treatment does not induce starvation. Among the 259 down-regulated genes, enriched GO terms were related to starch metabolism and the chloroplast, indicating that reduced polysaccharide synthesis and the remobilization of stored reserves might prevent starvation during the dark treatment.

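The other 314 called features fell in the dark control. The furthest fall was that of CYP706A6, which fell by 3.07 on the log2 scale (SD 0.34, n = 3, adjusted p = 6.50e-08 from limma). PnsL3, a subunit of the chloroplast NDH complex, fell by 2.67 (SD 0.39, n = 3, adjusted p = 2.10e-05). As topGO terms were not used here, sets of genes were taken by symbols and synonyms in a reference gene table and tested with limma's camera and fry, with adjustment over 120 tests. The 31 gene features named for starch metabolism had a median log2 change of -0.03 and a mean of -0.18, and 14 of them rose (adjusted p = 0.0122 from camera and 9.26e-04 from fry, both for a fall). For 51 genes of the photosystems and light harvesting the median was -0.29, with a rise in 5 (adjusted p = 2.82e-06 from camera, 0.281 from fry). This set also holds 3 genes whose names have another meaning, namely the phosphoserine aminotransferases PSAT and AT2G17630 and the acyltransferase PSAT1, which were noticed after the values were seen. Without them the median was -0.29 (camera adjusted p = 2.88e-06).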

Sugar treatment induced substantial transcriptional changes in both light and dark. 

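Across all gene features, which are not independent replicates, the steady-state changes caused by sucrose under light and in darkness had a Pearson's r of 0.668. These comparisons share no array. The light and dark changes differed from each other for 2716 features at an adjusted p under 0.05 in limma's test of the difference itself, with a larger value in the light for 1242 and in the dark for 1474. Replicate numbers shared a deviation between the treatments, and with the number as a block 4472 features differed. The count without a block was 397 without replicate 7, 335 without replicate 8 and 4467 without replicate 9, and 1807 without the light sucrose total RNA array of replicate 8.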

In seedlings treated with sucrose under light condition, the steady state mRNA level of 2225 genes was significantly (p < 0.05, more than 2 fold change) changed, with 947 genes up- and 1278 down-regulated compared to the light control treatment. 

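In the light, limma called 2539 gene features of 2519 loci, of which 1133 rose and 1406 fell. GPT2, a plastid glucose-6-phosphate translocator gene on chromosome 1 from 22824440 to 22826774, rose from 5.44 ± 0.43 to 11.50 ± 0.33 (log2 values, SD, n = 3, adjusted p = 1.17e-08). APL3, which encodes a large subunit of ADP-glucose pyrophosphorylase, rose by 4.45 ± 0.17 (log2, SD, n = 3, adjusted p = 2.22e-09). The furthest falls were those of AT3G15450, at -5.48 ± 0.39 (SD, n = 3, adjusted p = 7.04e-12), and FRO6, at -5.08 ± 0.91 (SD, n = 3, adjusted p = 1.09e-06). AT3G15450 is also one of the starvation markers, all of which were called as falls in the light.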

In seedlings treated with sucrose under dark condition, the expression of 2981 genes was significantly changed, with 1474 genes up- and 1506 down-regulated compared to the dark control. 

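The same comparison in the dark gave 3372 called gene features, 1663 rising and 1709 falling. Of the total, 3341 loci were represented. BCA3, a carbonic anhydrase gene, rose by 5.77 ± 0.26 on the log2 scale (SD, n = 3, adjusted p = 1.83e-11 from limma) and the zinc finger gene AT3G46080 by 5.60 ± 0.77 (SD, n = 3, adjusted p = 3.44e-08). SEN1 changed by -4.88 ± 0.39 (SD, n = 3, adjusted p = 8.96e-11) and GASA6 by -4.74 ± 0.47 (SD, n = 3, adjusted p = 7.33e-10), to a level of 3.08 ± 0.25 that lay below the lower quartile of those arrays (4.25 or more). DIN2 was the starvation marker that rose in the dark, by 2.51 ± 0.26 (SD, n = 3).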

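Set against each other, the calls in the light and in the dark shared 1446 gene features, where 282 would be shared by chance. Another 1093 features were called in the light and not in the dark, and 1926 in the dark and not in the light. Opposite directions were rare among the shared features. CRK30 rose in the light (1.11, adjusted p = 8.60e-04 from limma) and fell in the dark (-1.10, adjusted p = 7.63e-04), and 8 features fell in the light and rose in the dark. CRK30 was singled out after its values were seen.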

Of the sugar-controlled genes, 967 responded only in the light, and 1728 only in the dark condition, and 1257 were significantly changed in both (Figure 2A, Additional file 3: Figure S1 and Additional file 4: Figure S2 for more comparisons).

**Figure 2:**
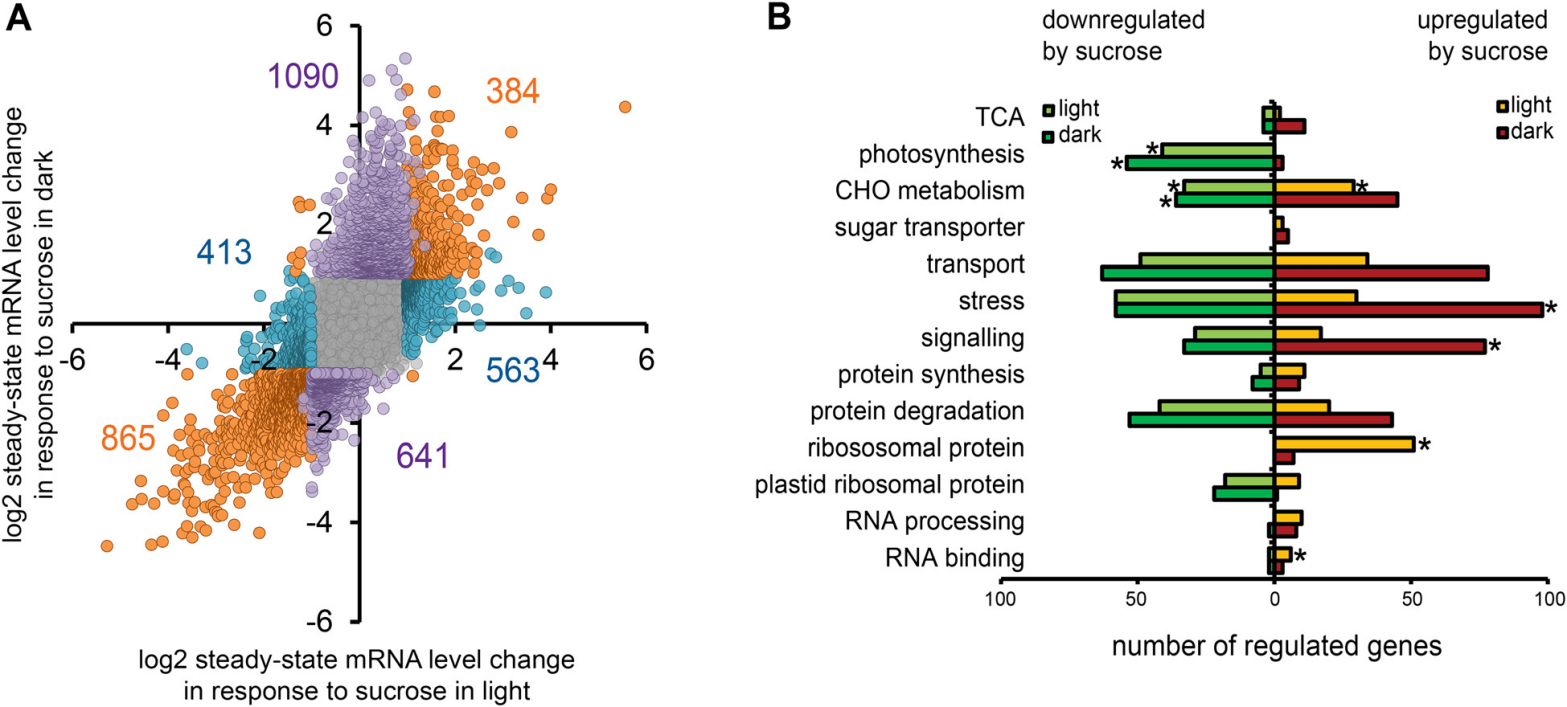
**Transcripts affected by sucrose treatment in Arabidopsis seedlings in the light and in the dark. A)** Plot showing the distribution of expression changes in response to sucrose in the light (x-axis) and dark (y-axis) compared to the corresponding controls. Numbers of genes significantly changed in expression are marked for the different conditions. Purple, blue, and orange dots mark genes affected only in the dark, only in the light, or under both conditions, respectively. **B)** Selected mapman categories of genes up- or down-regulated after sucrose treatment in the light or in the dark. Categories marked with an asterisk contain GO terms found significantly enriched in a topGO analysis. Repressed by sucrose in the light: GO:0015979: photosynthesis (p < 1e-30), GO:0006098: pentose-phosphate shunt (2.2e-20), GO:0019252: starch biosynthetic process (4.7e-11), GO:0000023: maltose metabolic process (5.1e-11). Repressed by sucrose in the dark: GO:0015979: photosynthesis (<1e-30), GO:0006098: pentose-phosphate shunt (1.3e-20), GO:0019252: starch biosynthetic process (6.4e-18),GO:0005984: disaccharide metabolic process (6.5e-10). Induced by sucrose in the light: GO:0006412: translation (2.0e-16), GO:0042254: ribosome biogenesis (6.9e-28), GO:0001510: RNA methylation (<1e-30). Induced by sucrose in the dark: e.g. GO:0010200: response to chitin (<1e-30), GO:0000165: MAPK cascade (<1e-30), GO:0009408: response to heat (<1e-30), GO:0009611: response to wounding (<1e-30), GO:0009723: response to ethylene stimulus (<1e-30).

The changes observed for steady-state mRNA levels in the different conditions were compared with the measured metabolic changes (Additional file 5: Figure S3). However, no clear pattern was observed that could connect the alterations on the two cellular levels, consistent with studies showing a predominant regulation of metabolism on the post-transcriptional level [35].

GO term enrichment analysis was used to identify significantly enriched functions among the genes affected in the different conditions (Figure 2B). More genes linked to stress and signaling were up-regulated by sucrose treatment in the dark, while genes expressing cytosolic ribosomal proteins were mostly up-regulated in the light. 

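Among 51 heat shock genes, the median steady-state change after sucrose was 0.18 in the light and 0.82 in the dark, on the log2 scale. The set rose in the dark (adjusted p = 6.14e-11 from camera and 1.75e-11 from fry) and in the light (adjusted p = 0.0451 from camera and 1.03e-05 from fry), and steady-state rises were called for 9 of its genes in the light and 23 in the dark. The 72 WRKY factors had medians of -0.02 in the light and 0.17 in the dark, neither with an adjusted p under 0.05 (camera, 0.41 and 0.0891). Of these, 14 had a called rise in the dark, and 3 in the light, namely TTG2, WRKY53 and WRKY18. For 30 ethylene response factors the median in the dark was 0.12 and the mean 0.44, with 20 rising (adjusted p = 0.0232 from camera, 0.00889 from fry), and in the light both were 0.21 (camera adjusted p = 0.282). Called rises numbered 8 in the dark and 2 in the light, those of ERF38 and AT5G51190. The genes named for their calls in the light were chosen after their values were seen. Eukaryotic release factors account for 3 of the 30 through their names, and without them the median was 0.13 in the dark (camera adjusted p = 0.0421) and 0.18 in the light (0.748). The cytosolic ribosomal proteins of Table S4 had a median of 0.76 in the light and 0.38 in the dark, and both rises passed with camera (5.44e-33 and 1.44e-11) and with fry (5.89e-06 and 0.00356). Genes of ribosome biogenesis (25 genes) had medians of 0.40 and 0.14, and of 0.84 and 0.45 without 10 small nuclear RNAs that their names had brought in.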

Categories those were down-regulated both in the light and in the dark contained genes involved in photosynthesis and carbohydrate metabolism.

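The photosystem and light harvesting genes fell in both conditions, with a median log2 change of -0.65 in the light (adjusted p = 5.86e-08 from camera and 0.0404 from fry) and -0.86 in the dark (adjusted p = 3.12e-09 and 0.00536). Of the 51 genes, 3 had a higher mean after sucrose in the light, and 3 in the dark. With the 3 genes of another meaning left out, 0 of 48 did in either condition, and the set median was -0.67 in the light and -0.90 in the dark. Genes of starch metabolism had medians of 0.06 in the light and 0.03 in the dark, and neither change had an adjusted p under 0.05 with camera (0.977 and 0.629). They moved in both directions, with 2 calls up and 3 down in the light and 7 up and 2 down in the dark.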

Using the PlantGSEA toolkit for gene set enrichment analysis [36], we found an overlap between previously generated datasets and our microarray results (Additional file 6: Table S3). Genes up-regulated by sucrose treatment [37], carbon fixation [38] or repressed by the KIN10 subunit of SnRK1 [39] overlapped significantly with the list of genes induced by sucrose both in dark and in light in our study. Inversely, genes down-regulated by sucrose treatment in both conditions of our study are to a great extend also repressed by sucrose in another study [37], by carbon fixation [38] or are identified as positively affected by KIN10 [39].

While sucrose-repressed genes showed a great overlap between the dark and the light condition, bigger differences between light and dark were observed for the genes induced by sucrose (Additional file 3: Figure S1 and Additional file 4: Figure S2). 

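Falls called in the light were called as falls in the dark too for 972 of 1406 gene features (69.1%). Rises were shared for 465 of 1133 (41.0%). Taken from the side of the dark, 56.9% of the falls and 28.0% of the rises were also called in the light.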

In the dark, but not in the light, the sucrose-induced genes overlapped significantly with those found induced by biotic stress response [40,41], in agreement with the enrichment of GO terms linked to stress response and signaling among these genes.

### Sucrose induced translational changes are different in the light and in the dark

In order to study to what extent the changes in steady-state mRNA levels are linked to changes in translation of the mRNAs, sucrose density gradient fractionation was performed. General translational activity can be estimated from this data by analyzing the area under the curve in the polysomal fractions (Figure 3A). In the light control samples, 42 ± 5% of the total area was in the polysome fraction. This value dropped to 37 ± 6% in the dark-treated control, while sucrose treatment significantly increased the percentage of polysomal RNA areas to 55 ± 6% in the light and 47 ± 5% in the dark, which corresponds to a difference to the control of 12 ± 4% and 11 ± 6%, respectively (Figure 3B).

**Figure 3:**
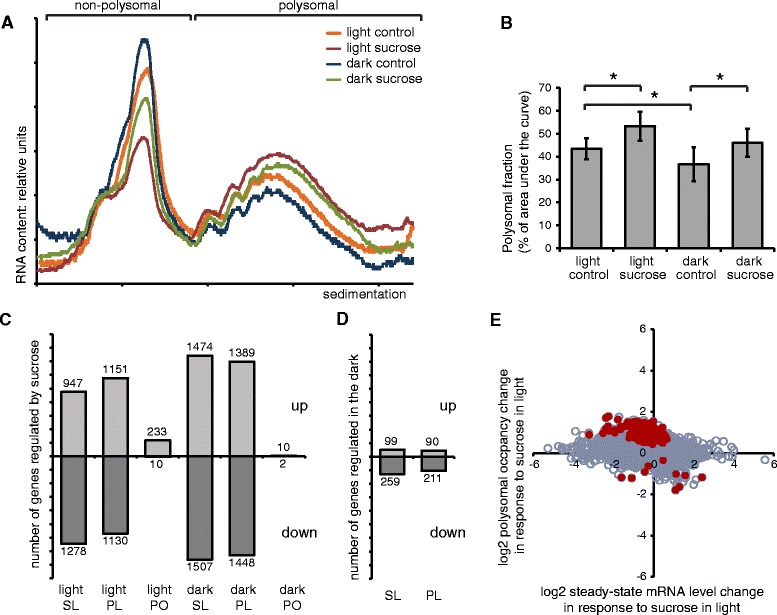
**Effects of sucrose treatment on general and specific translation in the light and in the dark. A)** Absorbance profile of sucrose density gradients. Fractions collected for microarray analysis marked on top. **B)** Polysomal areas as percentage of total area under the curves in different treatments, displayed as difference with the corresponding control. The asterisks mark significant differences (p < 0.05). Average of 14 biological replicates, ±SD. **C)** Number of genes affected by sucrose treatment in the dark or in the light compared to their corresponding control on the transcriptional (steady-state mRNA) level (SL), their polysomal mRNA levels (PL) or their polysomal occupancy (RO, PL/T). **D)** Number of genes affected by dark (sorbitol) treatment compared to the light (sorbitol) control. **E)** Plot showing the polysomal occupancy vs. transcriptional changes induced by sucrose in the light compared to the control. Red dots mark genes with significantly differential ribosomal occupancy.

In order to analyze the mRNA content by microarray, the polysomal fraction were separated from the non-polysomal fraction (Figure 3A). The polysomal fraction was separated into small and large polysomes, and the mRNA extracted from these fractions was analyzed by microarray analysis. 

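Polysomal RNA of the small polysome fraction was analysed here, with 3 arrays for each of the 4 treatments, numbered like the arrays of total RNA. The arrays of large polysomes and of the non-polysomal fraction were not used here. Total and polysomal RNA of one number and treatment came from one extract, so that the 24 arrays stand for 12 cultures. The authors normalized the arrays with RMA and left the non-polysomal arrays out of that step, which keeps the relative level of each mRNA within the polysomal RNA but not the amount of polysomal RNA. Median values of the polysomal arrays lay between 5.93 and 5.98 in the light control, 5.99 and 6.02 in the light with sucrose, 5.94 and 6.04 in the dark control, and 5.95 and 6.06 in the dark with sucrose. A polysomal change was tested and called like a steady-state change, in the same fit.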

Unexpectedly, an around 90% overlap was observed between the lists of genes affected in the small or large polysome fractions after sucrose treatment. Therefore, the results obtained for the small polysome fractions are discussed here as polysomal mRNA levels in order to simplify the analysis. 

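For each culture, the log2 value of a gene on the polysomal array minus that on the total RNA array was taken as its polysomal occupancy, a ratio within the culture that is relative to all other mRNAs. As only small polysomes were measured, a move of an mRNA between large and small polysomes would change this ratio too. For its tested mRNAs with raised occupancy, the paper reports peaks at lower density after sucrose. A change in occupancy is the polysomal change minus the steady-state change. It was tested in the fit of all arrays with limma and called at an adjusted p under 0.05, with no requirement on its size. Over all genes, occupancy varied between cultures of one treatment with an SD between 0.27 in the light control and 0.31 in the dark with sucrose. In simulated data with 200 changed genes among 30386, the test of sucrose in the light found 16 when the occupancy change was 0.70 on the log2 scale, 132 when it was 1.10 and 168 when it was 1.50. With the culture as a random block it found 80, 166 and 182, with 1, 6 and 8 calls among unchanged genes, against 0 in each without a block. The changed genes were drawn from features with a mean above the median. Noise was Gaussian, with a culture correlation of 0.4 for every gene and no deviation shared by a replicate number. These rates therefore do not hold for genes of low signal.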

Comparing the polysomal mRNA levels with changes of steady-state levels allowed identifying alterations in polysomal occupancy, representing the ratio of polysomal mRNA levels to steady-state mRNA levels under the different conditions. The lists obtained for genes altered in their polysomal occupancy in small and large polysomes were fused, as only 4 genes were specific for the large polysomal fraction.

Following sucrose treatment, most mRNAs showed similar changes in steady-state and in polysomal mRNA levels (Figure 3C, Additional file 3: Figure S1 and Additional file 4: Figure S2). 

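In the light, 2004 of the 2539 gene features with a steady-state call also had a polysomal call, as did 2847 of the 3372 in the dark. Limma called 2776 polysomal changes in the light, of which 1456 rose and 1320 fell, and 3328 in the dark, of which 1666 rose and 1662 fell. With the 2-fold requirement dropped, 9496 polysomal changes passed in the light and 9535 in the dark. Over all gene features, steady-state and polysomal changes had a Pearson's r of 0.882 in the light and 0.929 in the dark. These correlations are across genes, which are not independent replicates.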

Interestingly, polysomal occupancy was changed for a number of genes. 

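After sucrose in the light, limma called a change in occupancy for 109 gene features of 107 loci, and 1999 features had an unadjusted p under 0.05. With the pair of arrays of each culture treated as a random block, 665 were called, among them all 109. With p adjusted over 9 comparisons together, 686 were called, the largest shift in the number of calls among the alternatives. Without replicate 7 or without replicate 8, 0 were called, the largest shift as a ratio, and 345 without replicate 9. Among the 12 light arrays left out singly, the polysomal array of the control of replicate 9 gave 188 calls and that of sucrose of replicate 9 gave 74, and the other 10 arrays gave between 45 and 71. Without the dark sucrose polysomal array of replicate 9, which enters the light test through the shared spread, 280 were called. The largest rises were those of AT4G38932, 2.08 ± 0.05 (log2, SD, n = 3, adjusted p = 0.00147 from limma), and AT5G52960, 1.82 ± 0.25 (SD, n = 3, adjusted p = 0.0059). In AT4G38932 the total RNA level fell from 6.94 ± 0.03 to 4.33 ± 0.14 and the polysomal level from 3.44 ± 0.21 to 2.92 ± 0.05 (log2 values, SD, n = 3), so that its occupancy rose while its polysomal signal fell and lay below the lower quartile of each polysomal array (4.05 or more). In the dark, limma called 0 gene features, with 1325 at an unadjusted p under 0.05 and a smallest adjusted p of 0.185. The random block of cultures gave 38 calls in the dark, of which 18 were also called in the light, and adjustment over 9 comparisons gave 284, of which 100 were also called in the light. Without replicate 9, or without its dark sucrose polysomal array alone, 16 dark changes were called, of which 15 and 12 were also called in the light, and 1 was called without the total RNA array of the dark control or of dark sucrose of replicate 8 or without the light control polysomal array of replicate 9.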

We identified 243 genes with altered polysomal occupancy following sucrose treatment in the light and 12 genes affected by sucrose treatment in the dark, with 7 genes found under both conditions. The dark control treatment (compared to the sorbitol light control) affected the polysomal mRNA levels of few genes and none of which was significantly affected in polysomal occupancy in our experimental conditions (Figure 3D).

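The dark control changed the polysomal level of 418 gene features against the light control, 129 upwards and 289 downwards. Without the 2-fold requirement 3385 passed. Left out in turn, replicate 8 gave 134 calls and the dark control polysomal array of replicate 9 gave 274, both fewer by more than 1.5-fold. For occupancy, limma called 0 features in the dark control, with 1276 at an unadjusted p under 0.05 and a smallest adjusted p of 0.151. The random block of cultures gave 10 calls, and adjustment over 9 comparisons together gave 186. Without the dark sucrose total RNA array of replicate 8, 1 feature was called.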

Sucrose treatment induced the differential polysomal occupancy of 243 mRNAs in the light. Most of these mRNAs were relatively poorly translated in control conditions, whereas sucrose treatment promoted their polysomal mRNA levels. 

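Of the 109 called features, 105 rose in occupancy. In the light control, the called features had a median occupancy of -0.87 (quartiles -1.15 and -0.61), against -0.00 for all other features, and 107 of 109 lay below 0. The difference had a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give. Since a low light control value favours a call, the dark control, which does not enter the change, was measured too. There the median was -0.77 against -0.03 for the others (two-sided permutation p = 1e-05). Over 10000 gene lists matched on mean steady-state level, the median light control occupancy ranged from -0.08 to 0.21. With sucrose in the light, the median occupancy of the called features was 0.29. For the 105 rises, the median polysomal change was 0.70 and the median steady-state change -0.37, and 95 of them had a polysomal change above 0 while 82 had a steady-state change below 0.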

Interestingly, 238 of the 243 genes were detectable in the control samples of a recently published dataset obtained by ribosomal profiling of Arabidopsis seedlings [15], indicating that the genes are translated also in general conditions. For these genes, the translational efficiency under control conditions (1% sucrose) was markedly lower than the average of the whole dataset, indicating that these genes might be translated less than average. Furthermore, only for 31 out of the 243 transcripts the sugar treatment altered steady-state transcript levels significantly (Figure 3E).

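Of the 109 features with an occupancy call in the light, 22 also had a steady-state call, against 9.11 by chance. Among the 105 rises, 19 had a steady-state call with a fall and 0 with a rise. The total RNA arrays enter both changes with opposite signs. In data simulated with the measured steady-state changes and no change in occupancy, limma made 2884 steady-state and 0 occupancy calls, with 445 occupancy changes at an unadjusted p under 0.05 and 0 calls with the culture as a random block. Of the 109 features with the smallest occupancy p in this simulation, 19 had a steady-state call, against 10.3 by chance. The direction was opposite in 14 of the 19. This check was chosen after the results were seen. As none of these features was called for occupancy, it does not decide how far the shared arrays gave the overlap in the data. With the cultures as a random block, 99 of 665 occupancy calls had a steady-state call. Without replicate 9, 47 did, without its dark sucrose polysomal array 35, and without the light control polysomal array of replicate 7, 14. Without replicate 7 or replicate 8 no occupancy change was called in the light. A polysomal call was shared by 34 of the 109.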

A significant higher number, than expected from random distribution of the 243 genes, changed in polysomal occupancy following sucrose treatment in the light could be associated to GO terms related to vesicle-mediated transport, protein degradation, and ribosomal proteins (Additional file 7: Figure S4).

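For the 77 gene features named for vesicle transport, the median occupancy change in the light was 0.01 (adjusted p = 0.0934 from camera), and 43 of them rose. A rise was called for 4, against 0.266 by the share of called rises among all features, namely VAMP711 (1.62 ± 0.22), VAMP724 (1.21 ± 0.18), VTI1B (1.08 ± 0.11) and VAP27-1 (0.74 ± 0.18, each log2, SD, n = 3), which were chosen after their values were seen. The same share gives 0.809 for the ribosomal proteins, of which 3 features were called. This comparison was not tested. The 22 proteasome genes had a median of -0.02, with 11 rising (adjusted p = 0.686, for a fall, while their mean was above 0). The ribosomal proteins rose by a median of 0.27 (camera adjusted p = 4.69e-17, fry adjusted p = 0.138), and the photosystem and light harvesting genes by 0.28 (camera adjusted p = 1.48e-05, fry adjusted p = 0.46). Both rises passed with camera, which assumes a correlation of 0.01 between genes, and not with fry.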

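Table S4 lists 238 different loci of cytosolic ribosomal proteins in 81 families, and 230 of the loci were matched to 234 features of the array. In the light, the sucrose effect on their polysomal level had a median of 1.07 on the log2 scale, and 96.2% of the features rose. In total RNA, 96.6% of the features rose.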

Sucrose treatment in the light affected both steady-state transcript levels and polysome association of ribosomal protein mRNAs. On the microarray, 228 out of the 240 genes encoding ribosomal proteins in *Arabidopsis thaliana* were represented, including *RACK1*, but excluding identified pseudogenes. Of these, steady-state levels of 199 mRNAs were significantly affected, with 44 mRNAs showing an over 2-fold response. 

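Steady-state levels of 195 of the 230 ribosomal protein genes changed at an adjusted p under 0.05 from limma, and 58 changed by more than 2-fold, all of them upwards. At an unadjusted p under 0.05 the number was 205. Without replicate 7, 124 changed at an adjusted p under 0.05, and without replicate 8, 36 changed by more than 2-fold.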

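In the polysomal RNA, 208 of the 230 ribosomal protein genes changed at an adjusted p under 0.05 from limma, each of them upwards, and 130 rose by more than 2-fold.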

Interestingly, the sucrose effect on polysomal mRNA levels of mRNAs encoding ribosomal proteins was more pronounced, with 212 mRNAs significantly affected and an over two-fold change of 116 mRNAs (Additional file 8: Table S4). The ribosomal protein mRNAs significantly affected in their polysomal occupancy belong to 13 of the 81 ribosomal protein gene families. 

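Limma called an occupancy rise for 3 ribosomal protein genes, each of another family, and 61 had an unadjusted p under 0.05. RPS15aA (AT1G07770) rose by 1.46 ± 0.34 on the log2 scale (SD, n = 3, adjusted p = 0.00553), RPS19A (AT3G02080) by 1.03 ± 0.28 (SD, n = 3, adjusted p = 0.0124) and RPS18C (AT4G09800) by 1.07 ± 0.27 (SD, n = 3, adjusted p = 0.0252). The steady-state changes of the same genes were -0.16, 0.39 and 0.02. With the cultures as a random block, 26 genes of 23 families were called, and with p adjusted over 9 comparisons together 28 genes of 25 families. The test on only the 19250 genes with the highest mean gave 11 genes of 11 families. Without replicate 9, 12 genes were called, and without replicate 7 or replicate 8, 0. Leaving out single arrays gave 13 genes without the dark sucrose polysomal array of replicate 9, 9 without its light control polysomal array and 5 without the dark sucrose polysomal array of replicate 8, and 1 each without the light control total RNA, light control polysomal or light sucrose polysomal array of replicate 8.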

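All 81 families had at least 1 member with a steady-state or polysomal change in the light at an adjusted p under 0.05 from limma, and 77 had a member with a change of more than 2-fold. In the dark these numbers were 79 and 7.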

Next to the mRNAs affected in polysomal occupancy, paralogs of all gene families were affected in their steady-state transcription or their polysomal mRNA levels. The RPL18a family, for example, had two paralogs (L18aA and B) not significantly affected in steady-state levels or polysome association, one paralog (L18aD) affected in both, and one paralog (L18aC) affected in polysomal occupancy (Figure 4). 

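RPL18aA (AT1G29970) and RPL18aD (AT1G29965) are neighbours on the minus strand of chromosome 1, from 10499665 to 10501452 and from 10498310 to 10499462 in the array's annotation. RPL18aA changed by -0.40 ± 0.17 in the steady-state level (log2, SD, n = 3, adjusted p = 0.0433 from limma) and by 0.31 ± 0.18 in the polysomal level (SD, n = 3, adjusted p = 0.115). A second of its 3 array features, which spans both neighbours from 10498351, changed by 0.04 and 0.41. RPL18aB (AT2G34480) rose by 0.43 ± 0.21 and 0.74 ± 0.20 (SD, n = 3, adjusted p = 0.0113 and 7.73e-05), less than 2-fold. For RPL18aD both changes exceeded 2-fold, at 1.34 ± 0.26 and 1.31 ± 0.21 (SD, n = 3, adjusted p = 5.61e-07 and 7.33e-07). Occupancy changed by 0.71 in RPL18aA (adjusted p = 0.182), 0.31 in RPL18aB (0.886) and -0.03 in RPL18aD (1). For RPL18aA it passed with the culture as a random block (0.0264), with adjustment over 9 comparisons (0.0192) and without replicate 9 (0.0288), and over the alternatives other than leaving arrays out its adjusted p ranged from 0.0192 to 0.230. Whether paralogs share probes cannot be read from the deposited values.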

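RPL18aC (AT3G14600), on chromosome 3 from 4910697 to 4912173, had a steady-state change of 0.65 ± 0.11 after sucrose in the light (log2, SD, n = 3, adjusted p = 2.79e-04 from limma), which is less than 2-fold. Its polysomal level rose from 10.59 ± 0.12 to 11.92 ± 0.11 (log2 values, SD, n = 3, adjusted p = 6.64e-08). The occupancy change was 0.68 ± 0.11 (SD, n = 3), with the same sign in all 3 replicates and an adjusted p of 0.103. With the cultures as a random block its adjusted p was 0.00602, and over the alternatives other than leaving arrays out it ranged from 0.00602 to 0.236.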

For the latter, polysomal mRNA levels were significantly affected, whereas the steady-state mRNA levels remained unaltered. The RPL18a family thus served as an example of different possible regulatory effects that were observed for the different members of a ribosomal protein family.

**Figure 4:**
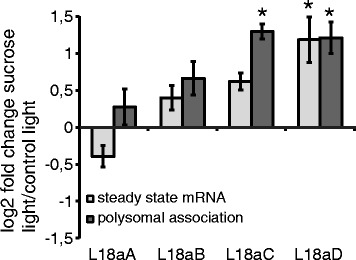
**Effects of sucrose treatments on mRNA abundance and polysomal mRNA levels of the** ***RPL18a*** **family.** Effects of sucrose treatment in the light on steady-state mRNA abundance (light grey) and polysomal mRNA levels (dark grey) of members of the ribosomal protein family RPL18a. Bars show the averages of three biological replicates of log2 fold changes obtained by microarray analysis ± SD. Asterisks mark significant changes in transcript abundance (p < 0.05, log2 fold change >1).

Interestingly, after sucrose treatment in the dark, 123 ribosomal protein mRNA steady-state levels changed significantly, with 7 mRNAs showing an over two-fold change. Furthermore, 153 mRNAs showed significant changes in polysome association, but only 3 mRNAs showed an over two-fold change. 

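After sucrose in the dark, 102 of the 230 ribosomal protein genes changed in their steady-state level at an adjusted p under 0.05 from limma, each upwards, and 7 of them by more than 2-fold. Without replicate 7, 50 changed, and without replicate 8, 45. The median change of all features was 0.38 on the log2 scale.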

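In the dark, 136 ribosomal protein genes changed in their polysomal level at an adjusted p under 0.05 from limma, and 73 did so when only the dark arrays entered the test. Without replicate 7, 28 did, without replicate 8, 35, and without the dark sucrose polysomal array of replicate 7 or of replicate 8, 88 and 75. Over 2-fold rises were called for 4 genes, which are named here after their values were seen. Over 2-fold changes numbered 13 without replicate 9, 15 without its dark sucrose polysomal array and 7 without the dark control polysomal array of replicate 8. The 4 genes were RPSaB at 1.38 ± 0.27, RPL10C at 1.30 ± 0.09, RACK1C at 1.09 ± 0.17 and RPS11B at 1.06 ± 0.32 (log2, SD, n = 3). The dark control polysomal level of RPS11B, 3.89, lay below the lower quartile of those arrays (4.06 or more).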

None of the ribosomal protein genes was significantly affected in its polysomal occupancy (Additional file 8: Table S4).

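Limma called 0 occupancy changes among the ribosomal protein genes in the dark, with 19 at an unadjusted p under 0.05. The random block of cultures gave 0 as well, and adjustment over 9 comparisons together gave 6. Their median occupancy change was 0.06 (adjusted p = 0.0812 from camera, 0.81 from fry). The median difference between light and dark was 0.24, with an adjusted p of 4.87e-10 from camera and 0.46 from fry.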

### Ribosome density is decreased after sucrose treatment

The distribution of mRNAs between non-polysomal and polysomal fraction was investigated by real time qRT-PCR analysis of mRNA extracted from sucrose density gradient fractions without prior sucrose cushion enrichment. In this way, the total mRNA complement could be studied, including the mRNAs not associated to ribosomes that are removed by the sucrose cushion enrichment. Such experiments allow for the polysomal mRNA levels to be expressed as percentage of total mRNA. Polysomal mRNA association was analyzed for 10 different genes and using a spiked-in luciferase mRNA control for normalization. This experiment confirmed the pattern of polysomal mRNA levels observed in microarray analysis for 5 mRNAs with increased polysomal occupancy (Figure 5A) and 5 with no significant changes in occupancy, as well as the distribution of 18S rRNA (Additional file 9: Figure S5). In this way, the increased polysomal occupancy of mRNAs encoding RPS12A (At1g15930) and RPL18aC (At3g14600) was confirmed, which rose from approx. 30-40% in the control to >80% in the sucrose treated samples (Figure 5A). A similar pattern was observed for an RNA binding protein (At1g73530), but not for a cytochrome P450 family member (At4g39510) as negative control, confirming results obtained in the microarray analysis.

**Figure 5:**
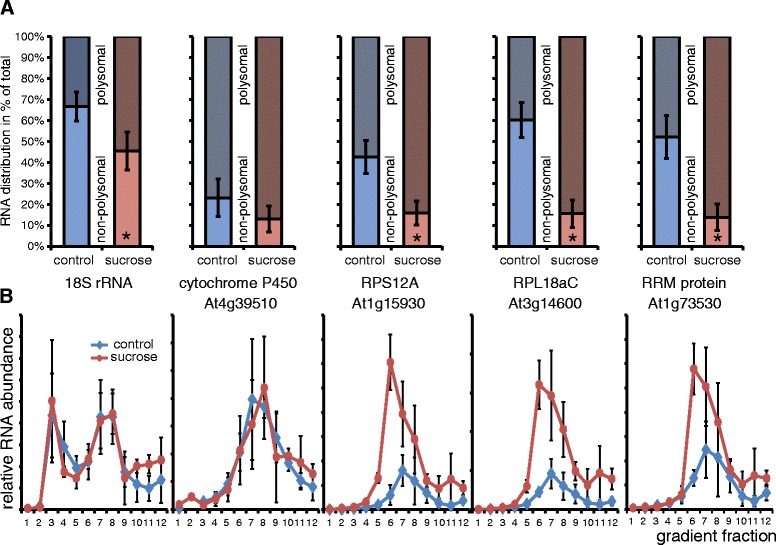
**Real-time qRT-PCR confirmation of the results obtained by microarray analysis for samples treated with sucrose in the light. A)** Comparison of the RNA distribution in non-polysomal (NP, light color) and polysomal (PL, dark color) fractions after performing sucrose gradient fractionation without prior cushion purification. Data was normalized on LUC spike-in mRNA and the sum of signal in NP and PL was set as 100%. Bars show averages of 3 independent biological replicates ± SD. Asterisk denotes significant differences between sucrose and control as determined by Student’s t-test (p < 0.05). **B)** Real-time qRT-PCR analysis of gradient fractions of gradients performed after sucrose cushion enrichment of polysomes from the top (fraction 1) to the bottom of the gradient (fraction 12). Shown are averages of three independent biological replicates ± SD, expression values normalized on LUC spike and on the total area under the curve in the corresponding polysomal gradient analysis.

Furthermore, dynamics of the transcripts within the polysomal fraction was studied using real time qRT-PCR analysis of 12 gradient fractions collected from sucrose density gradients loaded with sucrose cushion-enriched samples. Primers for 18S rRNA were used to confirm similar distribution of rRNA in control and sucrose-treated samples after normalization with spiked-in LUC mRNA and the area under the respective curves in the sucrose density gradients (Figure 5B, Additional file 9: Figure S5). Interestingly, the mRNA peaks observed after sucrose treatment appear in a fraction of lower density compared to the control, while a shift to higher density could have been expected considering the increase in polysomal occupancy. Apparently, fewer ribosomes were loaded on a larger fraction of the mRNAs after sucrose treatment. No difference in polysomal occupancy or ribosome density was detected for the cytochrome P450 mRNA (At4g39510) used as negative control.

### Bioinformatic analysis reveals specific characteristics of translationally controlled mRNAs

Bioinformatic analysis showed mRNA characteristics significantly different in the group of translationally regulated mRNAs compared to the microarray background. The sucrose-regulated mRNAs were significantly shorter in their total mRNA length, as well as in the length of the coding sequence (CDS), whereas the GC content of the 5′UTR was significantly higher (Figure 6A,B). Analysis of the effective number of codons (Nc), which gives an indication of the codon usage bias, could not identify a significant difference between the selected group of genes and the background. The sucrose-regulated mRNAs did not contain more uORFs than the background and their AUGs did not significantly differ from the background consensus. Furthermore, secondary structure analysis did not reveal enrichment in secondary structure.

**Figure 6:**
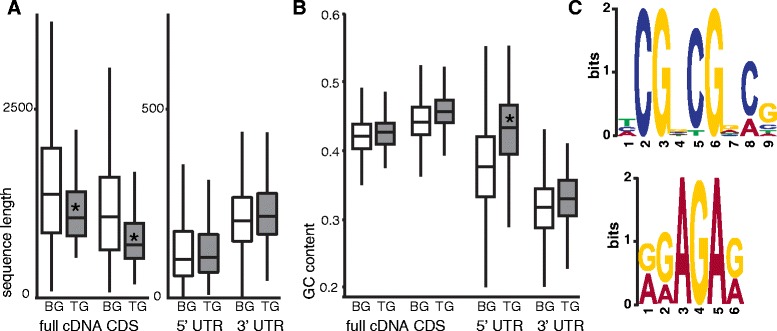
**Analyses of the characteristics linked to the group of genes translationally regulated after sucrose treatment in the light (TG) compared to all genes detected on the microarray (background, BG).** Sequence length **(A)** and GC content **(B)** of the full-length transcript, the coding sequence (CDS) and the untranslated regions (UTR). Asterisk marks differences found significant using Wilcoxon test statistics. Box-and-Whisker plots display median and quartiles, outliers where omitted from the display. **(C)** Two sequence motifs found enriched more than 3-fold in the genes of interest.

De-novo motif discovery using MEME identified a number of motifs enriched in the sequences of translationally regulated mRNAs after sucrose treatment (Table 2). Two motifs, [GA][GA]AGA[GA] and [TCA]CG[GCA]CG[GA][CA]G were found enriched more than threefold (Figure 6C).

**Table 2:** **Motifes found enriched in genes regulated on the translational level by sucrose (243 genes) compared to the background (19250 genes) using Fisher’s exact test**

**Consensus**	**Source**	**Translated**	**Background**	**Fold enr.**	**p-value**
[GA][GA]AGA[GA]	5′UTR	29	784	3,2	4,6E-08
G[AG]AGAAGAA[GA]	5′UTR	72	3262	1,9	2,5E-08
GAAGAAG[AC]	CDS	59	2688	1,9	9,2E-07
CG[GA]CG[AG]	5′UTR	82	3413	2,1	1,9E-11
[TCA]CG[GCA]CG[GA][CA]G	5′UTR	55	1476	3,2	7,7E-15
C[TG]TC[TG][TC]C[GT]TC	CDS	160	15406	1,3	3,3E-08
[CT]TCT[TC][TC][CT]TCT	CDS	166	15975	1,4	7,8E-09

## Discussion

Protein synthesis is tightly coordinated with light [19,34] and energy availability [42,43]. In this study, we treated Arabidopsis seedlings with sucrose in the light and in the dark with the aim to uncouple the effect of energy and light availability on the transcription and translation of mRNAs.

Comparing the light and dark control treatments, we concluded that the 6 h dark treatment, in our conditions, did not induce starvation responses. The majority of the measured metabolites, most importantly sucrose and hexoses, did not significantly change in abundance. Furthermore, gene expression changes did not affect stress or starvation related genes. 

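As a set, the 8 starvation markers rose in the dark control with an adjusted p of 0.00906 from camera and 0.0536 from fry. In the polysomal level their median change was 0.63, with a rise in 8 (adjusted p = 0.00106 from camera and 0.0188 from fry) and called rises of DIN2 (1.34 ± 0.45) and SEN1 (1.24 ± 0.49, each log2, SD, n = 3). Of the stress sets, heat shock genes had a median steady-state change of -0.10 (adjusted p = 0.0152 from camera and 0.0427 from fry, for a fall). The changes of WRKY factors (0.09) and of ethylene response factors (0.22) had adjusted p of 0.365 and 0.0723 from camera. For scale, sucrose changed the markers by a median log2 value of -3.47 in the light and -3.88 in the dark, in comparisons that share the control arrays with the dark control effect. DIN2 went the other way in the dark, with a rise of 2.51, while 7 markers were called as falls there.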

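In the dark control, 281 of the 418 polysomal calls were also steady-state calls. Across genes, which are not independent replicates, the steady-state and polysomal changes in the dark control had a Pearson's r of 0.726.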

While the dark treatment induced a decrease in polysomal mRNA association, as described before [19], this effect closely followed the gene expression changes and no alteration in polysomal occupancy was detected. Therefore, we used this dark treatment as control for the sucrose treatment in the dark in subsequent experiments, in order to distinguish the sucrose and light specific effects on transcription and translation.

Changes in sugar levels affect the expression of a large number of genes [44]. Sugar treatments repress gene expression related to photosynthesis and energy mobilization, while biogenesis of amino acids, polysaccharides, proteins, and lipids are induced [45,46]. These effects were confirmed here for sucrose treated seedlings under both dark and light conditions. 

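The count of rises called in the dark was 1663 against 1133 in the light, and that of falls 1709 against 1406. Since a threshold passed in one condition alone does not test the difference, the difference between the sucrose effects was tested gene by gene. AT3G46080 and AT1G56060 had the furthest values towards the dark, with light minus dark differences of -5.31 and -4.86 on the log2 scale (adjusted p = 7.99e-05 and 4.68e-07 from limma). Towards the light they were LDOX and DFR, both of anthocyanin synthesis, at 3.60 and 3.51 (adjusted p = 0.00386 and 0.00257). The control levels of LDOX (3.89 in the light and 3.93 in the dark) and DFR (4.22 and 3.89) lay below the lower quartile of the control arrays (4.29 or more), which limits the size of these values.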

The effect of sucrose treatment on gene expression was larger in the dark than in the light, most evident for sucrose induced genes as compared to sucrose repressed genes. Stress-related genes, for example, were more induced by sucrose in the dark than in the light. 

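For the steady-state change, the light minus dark difference had a median of -0.34 in heat shock genes (adjusted p = 5.41e-11 from camera and 5.61e-07 from fry). In WRKY factors it was -0.17 (adjusted p = 0.0013 from camera, 0.241 from fry) and in ethylene response factors -0.20 (adjusted p = 0.0901 and 0.424), or -0.30 without the 3 release factors in that set (camera adjusted p = 0.0164). Of the 51 heat shock genes, 18 were called with a lower change in the light and 0 with a higher one.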

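Per replicate, the median steady-state change of the ribosomal protein features was 0.78 ± 0.14 in the light and 0.39 ± 0.03 in the dark (log2, SD, n = 3). The light minus dark difference had a median of 0.36, and 92.7% of the features had a value above 0. This difference had an adjusted p of 1.05e-10 from camera and 0.0611 from fry, and 19 single genes differed at an adjusted p under 0.05 from limma, 18 of them with the larger change in the light. In polysomal RNA the difference had a median of 0.59 (adjusted p = 1.74e-23 from camera and 0.00321 from fry), and 89 genes differed.

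**Figure D2:**
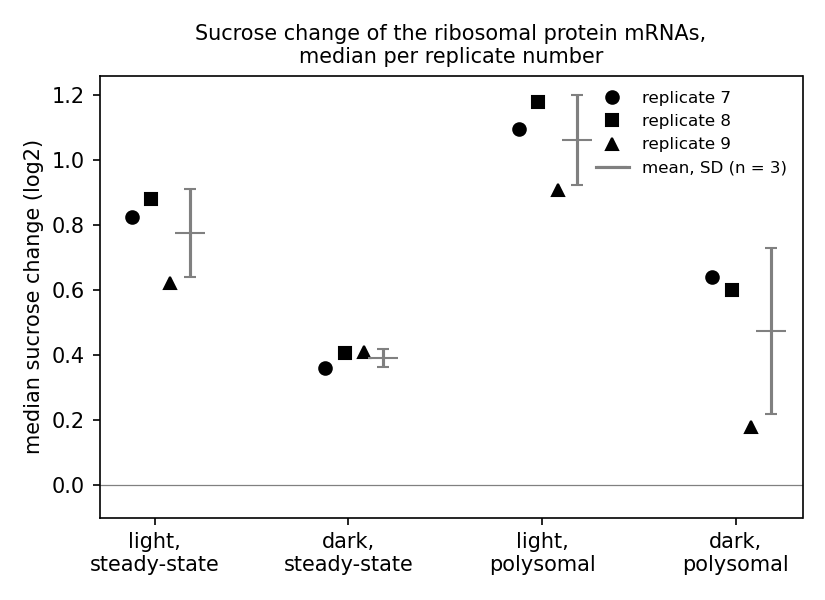
Median change of the ribosomal protein mRNAs after sucrose (log2), with 1 symbol per replicate number and the mean and SD (n = 3) in grey. The 3 steady-state values in the dark lie between 0.36 and 0.41 and those in the light between 0.62 and 0.88. The polysomal value of replicate 9 in the dark is 0.18.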

Interestingly, most genes encoding cytoplasmic ribosomal proteins showed sucrose-induced expression only in the light. Ribosomal protein genes were found to be regulated by sugar availability in different studies [37–39]. The results presented here suggest that light acts as additional factor necessary for sucrose-induced expression of cytoplasmic ribosomal protein genes. 

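In matched lists of as many features with like steady-state levels, the median light minus dark difference of the steady-state change lay between -0.07 and 0.19. The paper reports that sucrose induced most cytosolic ribosomal protein genes in the light alone. From this it proposes that light is a further factor which their induction by sucrose requires.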

We also show that polysomal occupancy can be enhanced by supplying sugar to non-starved plants.

### Sucrose promotes polysomal occupancy in the light

Polysomal loading was shown to correlate with sucrose concentration in Arabidopsis seedlings [1]. Our results confirmed the general effect of sucrose on translational activity, both in constant light and during dark treatment. In both conditions, the sucrose treatment increased the area under the curve in the polysomal fractions by more than 10% compared to the corresponding control. Many mRNAs were affected in both polysomal mRNA levels and steady-state levels. However, specific changes in only one of these factors were detected for over 450 genes, suggesting translational regulation independent of mRNA levels. 

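In the light, 535 gene features had a steady-state call without a polysomal call and 772 a polysomal call without a steady-state call. The numbers in the dark were 525 and 481. Such a feature can miss one of the calls by a small margin, and the difference between both levels is tested only by the change in occupancy.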

More specifically, sucrose treatment caused significantly different polysomal occupancy of 243 mRNAs in light and 12 in the dark, respectively. Thus, sucrose treatment alone is sufficient to induce a general increase in translation concurrent with changes in transcription, whereas light as an additional factor seems necessary to mediate the specific increase of polysomal occupancy.

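Although no dark change was called without a block, the features called in the light had a median occupancy change of 0.51 in the dark. With the culture as a random block 38 dark changes were called, of which 18 were also called in the light. Of the 109, 107 had a dark change above 0. They included all 105 rises, and the 2 features below 0 were falls in the light. The other falls thus moved the opposite way in the dark. The dark arrays do not enter the light change. Of all gene features, 51.6% had a dark change above 0. Over 10000 lists matched on mean steady-state level, the median dark change ranged from -0.08 to 0.06. The light minus dark difference in the occupancy change was tested for each gene with limma, which called 0 features, with 792 at an unadjusted p under 0.05 and a smallest adjusted p of 0.974. The random block of cultures called 3. In data simulated in the same way, with changed genes of a mean above the median, the test of this difference found 0 of 200 when the difference was 0.70. It found 33 when the difference was 1.10 and 124 when it was 1.50. With the culture as a random block it found 1, 115 and 162. Calls among unchanged genes were then 0, 9 and 6, against 0 in each without a block.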

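Per culture, the median occupancy of the 105 mRNAs with a rise was -0.87 ± 0.15 in the light control and 0.29 ± 0.03 in the light with sucrose (log2, SD, n = 3 cultures). In the dark it was -0.83 ± 0.10 in the control and -0.26 ± 0.31 with sucrose. Within replicates 7, 8 and 9, the dark change had medians of 0.83, 0.69 and 0.04. When the 105 features were chosen in the light from the other replicates alone, the replicate left out gave a light change of 1.06 ± 0.16 and a dark change of 0.51 ± 0.50 (SD, n = 3 replicates). The light minus dark difference was then 0.23, 0.51 and 0.96 in replicates 7, 8 and 9. A two-sided exact sign-flip test of 3 values cannot go below p = 0.25. From the polysomal area, which rose with sucrose in both conditions, and the number of mRNAs changed in occupancy in each, the paper reasons that sucrose suffices for the general increase in translation and proposes that the specific increase in occupancy needs light as well.

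**Figure D3:**
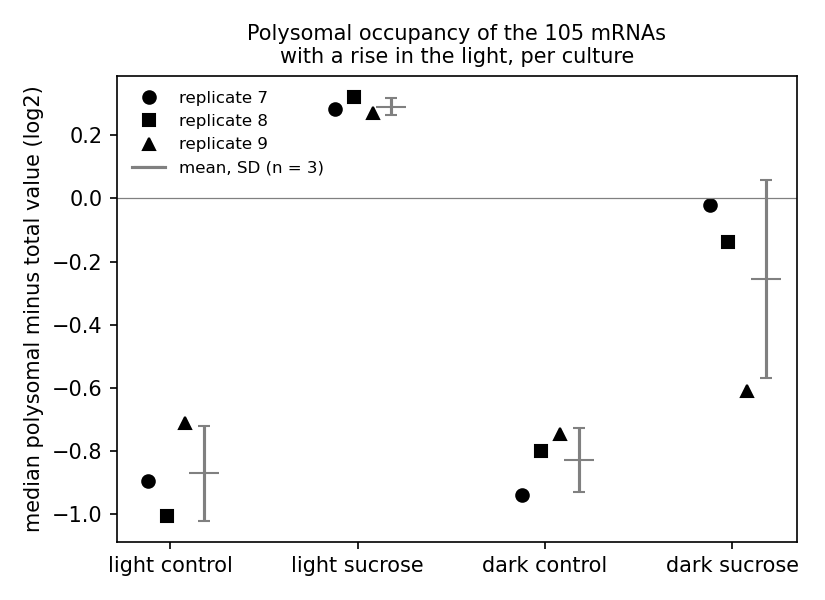
Median polysomal occupancy of the 105 mRNAs whose occupancy rose in the light (log2 of polysomal minus total RNA value), with 1 symbol per culture and the mean and SD (n = 3) of each treatment in grey. The dark sucrose cultures of replicates 7 and 8 lie at -0.02 and -0.14, and that of replicate 9 at -0.61, near the dark controls.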

### Ribosomal protein mRNAs are translationally regulated

Sucrose treatment affected the steady-state levels of 201 mRNAs encoding cytosolic ribosomal proteins, the polysomal mRNA levels of 215, and the polysomal occupancy of 13 mRNAs of the 243 cytosolic ribosomal protein genes present on the microarray. All of the 80 ribosomal protein families are affected on the transcriptional or translational level by sucrose treatment in the light. Interestingly, this regulatory pattern is absent in the dark. This adds a new layer of regulation to the proposed ribosomal protein gene translational ‘regulon’ model stating that ribosomal protein mRNAs are regulated concertedly at the translational level [14,21]. How this translational regulation is achieved remains to be discovered. In mammals, the ribosomal protein mRNAs contain an oligopyrimidine tract in their 5′UTR, the 5′-TOP motif. This motif mediates translational regulation in a mechanism probably involving the TOR kinase [47]. Although this motif has not been observed in plants, the TOR kinase was suggested to be involved in ribosomal biogenesis and the regulation of translation [48–51] and might therefore be involved in the translational regulation described here. Translational regulation could also be achieved by sugar-induced ribosome heterogeneity, as sucrose treatment was shown to affect ribosomal protein composition [31]. Some members of ribosomal protein families where shown to be enriched more than others in ribosomes extracted from sucrose-treated leaves. Furthermore, several ribosomal proteins and compounds of the translational machinery were found differentially phosphorylated dependent on photosynthetic activity [33]. This altered composition might contribute to mRNA selection by the ribosome and thus to their translational regulation [30].

### What is the mechanism of translational stimulation in response to sucrose treatment?

The two parameters, polysomal occupancy and ribosome density, describe the fraction of a certain mRNA being translated and the number of ribosomes per transcript, respectively [14,52]. Using sucrose density gradient centrifugation, we could distinguish these two parameters. Without sucrose cushion enrichment, all ribosome bound and non-bound mRNA will be found in the sucrose density gradient. The shift from the non-polysomal to the polysomal fraction indicates an increase in polysomal occupancy, as more of the total of a transcript is associated with ribosomes [21]. Sucrose cushion enrichment of polysomes removes mRNA not bound to ribosomes. The fractions of the sucrose gradient contain transcripts with increasing numbers of bound ribosomes, thus giving an indication of ribosome density [34]. 

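On the arrays, the 10 genes of Table S5 had light occupancy changes from -0.38 to 1.35 on the log2 scale. Limma called 2 over all genes, and 6 adjusted over the list alone. The study chose the list on these samples, so that the second number is not independent evidence. The called genes were AT2G29400, a protein phosphatase gene (1.35 ± 0.19, SD, n = 3, adjusted p = 0.00394), and AT1G73530, of an RNA-binding protein (1.22 ± 0.40, SD, n = 3, adjusted p = 0.0358). For AT1G73530 the adjusted p exceeded 0.05 without replicate 7, without replicate 8 and without 11 of the single arrays, where it lay between 0.0507 and 0.127. That of AT2G29400 was 0.412 without replicate 7 and 0.770 without replicate 8. With these fewer arrays the change of AT2G29400 itself was still 1.45 and 1.27 (log2), and that of AT1G73530 1.14 and 1.07. RPS12A rose by 1.15 ± 0.16 (SD, n = 3, adjusted p = 0.0679) and the zinc finger gene AT1G51200 by 1.16 ± 0.53 (SD, n = 3, adjusted p = 0.145). Of the genes listed as not affected, AT3G01050, AT3G25940, AT4G21320, AT4G39510 and AT1G07670 changed by 0.48, 0.13, 0.07, -0.03 and -0.38. The last of these had an adjusted p under 0.05 adjusted over the list alone (0.0372).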

Fractions obtained using both techniques were analyzed using real time qRT-PCR for 10 mRNAs, of which 5 were affected in their polysomal occupancy on the microarray, and 5 were not.

Polysomal occupancy determined by microarray analysis was confirmed for these 10 mRNAs in independent biological samples. 

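The 105 occupancy rises called in the light ranged from 1.58-fold to 4.24-fold, with a median log2 change of 1.14. The upper end is that of AT4G38932, whose polysomal signal fell and lay below the lower quartile of the arrays. Among the 19250 genes with the highest mean, the rises ranged from 1.48-fold to 3.53-fold, and with the culture as a random block the lower end was 1.30-fold. The 4 falls were those of AT3G30247 (-1.93), AT2G10160 (-1.75), AT4G03292 (-1.32) and AT5G06165 (-1.07, all log2), of which the last pair was chosen after its values were seen. In AT3G30247 the mean levels of the light arrays, between 1.77 and 3.27, all lay below the lower quartile of the arrays.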

The sucrose induced changes in polysomal occupancy observed by microarray analysis range between 1.3 and 3.4 fold. In the control conditions, the observed polysomal mRNA levels of the mRNAs analyzed by real time qRT-PCR was at least 40%. Therefore, an increase to ~80% corresponds to a two-fold change at most, agreeing with the microarray observations. For the majority of mRNAs, polysomal occupancy is probably close to the optimum in the light control condition and cannot be significantly increased by sucrose addition. Hence, changes in translational status are observed primarily for transcripts that are poorly translated in the control or show a big discrepancy between their transcriptional and translational regulation.

For the same mRNAs, ribosome density was analyzed in order to get a view on translational dynamics in the different conditions. Interestingly, we observed decreased ribosome density of the 5 transcripts with increased polysomal occupancy. A general effect of the sucrose treatment on ribosome density could be excluded, as the 5 genes with unaltered polysomal occupancy also showed unaltered ribosome density. Changes in initiation frequency, elongation speed, termination, and ribosomal recycling could lead to the observed changes in ribosome density in response to sucrose treatment (Figure 7). Initiation is considered the regulatory step of translation, and increased initiation alone would lead to an increase of both polysomal occupancy and density. However, for the group of mRNAs reported here, we observed increased polysomal occupancy but decreased ribosome density. For these mRNAs, elongation could be slower or even stalled, resulting in decreased initiation per mRNA. However, faster elongation without an increase in initiation could result in the runoff of ribosomes and would present the same shift to lower density fractions. Additionally, termination could be affected and ribosomes stalled on the mRNA. With a concurrent decrease in initiation, this would lead to the observed pattern. Finally, the ribosomal recycling could be affected in a way that could make re-initiation less efficient. Analyzing our biological material using the recently developed technique of ribosomal profiling [15,53,54] would help answering the questions concerning translational dynamics and how translation is affected after sucrose treatment. Furthermore, quantitative proteomic approaches would be necessary to connect the observed changes in polysomal occupancy and density to changes in protein synthesis.

**Figure 7:**
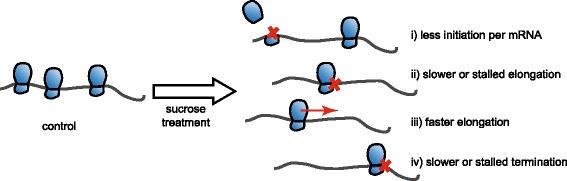
**Schematic model summarizing the possible explanations for the observed pattern in polysomal distribution.**

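Of the features with a change in occupancy called after sucrose in the light, 106 remained without the 3 features of ribosomal protein genes, with a median light control occupancy of -0.88, and the difference to the other features was -0.87 (two-sided permutation p = 1e-05). Leaving out 3 of 109 features could change little.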

Most of the mRNAs with increased polysomal occupancy upon sucrose treatment in the light seem to be translated less efficiently than average under control conditions. This was confirmed by real time qRT-PCR results on the non-polysomal and polysomal fractions. The genes tested showed no more than 55% of the transcripts in the polysomal fraction, whereas this value was higher for the group of genes not affected in their polysomal occupancy. It was estimated that on average 70% of a transcript is present in polysomes [18], further underlining that the sucrose affected mRNAs were poorly translated in control conditions. The underlying mechanism remains an open question. Comparison with data obtained by immunoprecipitation of UBP1-associated mRNAs that might form granules of inactive transcripts did not identify any of the sucrose controlled genes to be UBP1 associated [16]. It is possible that another regulatory mechanism sequesters these mRNAs in the cytosol and keeps them from being efficiently translated. It remains to be understood how this sequestration might be released or how these mRNAs might be selected for translation after sucrose treatment.

Analysis of the mRNA characteristics of the transcripts affected in their polysomal occupancy by sucrose treatment in the light showed relatively short transcripts and coding sequences, as well as increased GC content in the 5′UTR compared to the background. These mRNA features are suggested to regulate translation under stress conditions [19,55]. Transcripts repressed in translation by dark or hypoxia treatments show a shorter than average CDSs and a higher than average GC content in the 5′UTR. It is possible that the characteristics that lead to a decrease of translation in stress conditions also limit translation efficiency under control conditions. Furthermore, two sequence motifs were found to be enriched in the 5′UTR of these mRNAs. Whereas data on translational regulation by mRNA motifs remains scarce, such motifs might play a role in the sequestration of mRNAs in the cytosol during control condition or in the selection of the mRNAs for translation after sucrose treatment. It is noteworthy that one of the sites identified resembles the well conserved purine-rich motif found in many 5′ leaders of six different families of dicotyledonous plants [56]. However, the motifs were found in a limited number of transcripts and can therefore not explain the mechanism of translational regulation for all the mRNAs affected in their polysomal occupancy after sucrose treatment in the light.

## Conclusions

The translational stimulation in response to sucrose treatment reported here substantiates the diverse reports on plant translational regulation, underlining that several different translational control mechanisms exist in plants. We observed an increase in polysomal occupancy concurrent with decrease in ribosome density in a subset of mRNAs. Enrichment of different motifs and other sequence characters of the regulated mRNAs indicate several regulatory mechanisms operating in parallel. Further studies using both ribosomal profiling as well as specific mutant analyses are required to advance our understanding of these novel regulatory mechanisms.

## Methods

### Biological material

Arabidopsis seeds (var. Col-0) were sterilized in 20% bleach for 20 min, washed 5 times with sterile deionized water, and stratified in water at 4°C for 2 days. Seedlings were grown in 250 ml Erlenmeyer bottles containing 100 ml 0.5 Murashige-Skoog medium for 10 days under constant shaking and in constant light at 22°C. Flasks were covered with aluminum foil or left in the light, and treated with 150 mM sorbitol or sucrose for six hours. Material was harvested by washing seedlings with deionized water and snap-freezing in liquid nitrogen.

### GC-MS metabolic analysis

Metabolite extraction and analysis was performed with six biological replicates as described before [57] with some modifications. The samples (10+/-1 mg each) were extracted using 1 ml chloroform:methanol:H_2_O (1:3:1) supplemented with stable isotope reference compounds for normalization between different samples (7 ng μl^−1^ each of [1,2,3-^13^C_3_]-myristic acid, [1,2,3,4-^13^C_4_]-hexadecanoic acid, [2,2,3,3-^2^H_4_]-succinic acid, [^13^C_5_, ^15^N]-glutamic acid, [25,26,26,26,27,27,27-^2^H_7_]-cholesterol, [^13^C_5_]-proline, [1,2,3,4-^13^C_4_]-disodium 2-oxoglutarate, [^13^C_12_]-sucrose, [2,2,3,3-^2^H_4_]-putrescine, [^2^H_6_]-salicylic acid, and [^13^C_6_]-glucose). Extraction was performed using tungsten carbide beads (3-mm) and a vibration mill (frequency set to 30 Hz) for 3 min. After centrifugation (10 min, 16100 *g*, 4°C), 200 μl of each supernatant was dried in a GC vial using an evacuated centrifuge. For derivatization, 30 μl of methoxyamine hydrochloride (15 mg ml^−1^ in pyridine) were added and the samples were incubated for 16 h at room temperature (RT) after 10 min shaking. Trimethylsilylation was performed with 30 μl of MSTFA (N-Methyltrimethylsilyltrifluoroacetamide) and 1% TMCS (Trimethylchlorosilane) and incubation for 1 h at RT after 1 min shaking. Samples were diluted with 30 μl of heptane containing 15 ng μl^−1^ methylstearate as internal control before analysis by GC-TOFMS (Gas Chromatography–Time of Flight Mass Spectrometer) as described before [57].

Blank control samples and an n-alkanes series (C12-C40) for calculation of retention indices [58] were measured together with the samples. Using an PAL systems auto sampler (Agilent, Atlanta), 1 μl of each sample was injected splitless into an Agilent 7890A gas chromatograph (Agilent, Atlanta) equipped with a 30 m × 0.25 mm (internal diameter) fused silica capillary column with chemically bonded 0.25-μm DB 5-MS stationary phase (Agilent, Atlanta). The injector temperature was 260°C, the septum purge flow rate was 20 ml min^−1^, and the purge was turned on after 75 s. The gas flow rate through the column was 1 ml min^−1^. The column temperature was held at 70°C for 2 min initially before it was increased by 20°C min^−1^ to 320°C and held at 320°C for 14 min. The column effluent was introduced into the ion source of a Pegasus HT TOFMS (Leco Corp., St Joseph, Michigan) using a transfer line temperature of 250°C and an ion source temperature of 200°C. Ions were generated by a -70 eV electron beam at an ionization current of 2.0 mA and 20 spectra s^−1^ were recorded in the mass range 50-800 m z^−1^. The acceleration voltage was turned on after a solvent delay of 290 s. The detector voltage was 1600 V.

Non-processed MS files were exported into MATLAB 8.2 (R2013b; Math Works Natick, Massachusetts), in which all data pretreatment procedures (baseline correction, chromatogram alignment, and hierarchical multivariate curve resolution), were performed using custom scripts [59]. Peak integration and identification by comparing mass spectra and chromatographic retention indices of detected peaks with Umeå Plant Science Center in-house MS library entries and entries of the MS library of the Max Planck Institute in Golm (http://csbdb.mpimp-golm.mpg.de/csbdb/gmd/gmd.html) were done with in-house scripts and NIST MS-Search version 2.0 (NIST, Gaithersburg, MD). Sample peak areas were normalized with the first score vector (t1) derived from a principal component analysis model performed with peak areas of the internal standards reference compounds which were added to the extraction mixture (i.e. all peak areas of one sample were divided by the corresponding t1-value of the respective sample). Additional, sample peak areas were normalized with the sample weights [59].

### Polysome gradients

Ribosomes and ribosome-bound mRNA were extracted and separated over sucrose gradient as described before [60]. Approximately 10 ml of powdered plant material were extracted using 20 ml polysome extraction buffer PEB (0.2 M Tris, pH 9.0, 0.2 M KCl, 0.025 M EGTA, 0.035 M MgCl*2*, 1% Brij-35, 1% Triton X-100, 1% Igepal CA 630, 1% Tween 20, 1% PTE, 5 mM DTT, 50 mg/mL Cycloheximide, 50 mg/mL Chloramphenicol, 80 mM beta-glycerophosphate, 1 mM Sodium Molybdate, protease inhibitor cocktail (Sigma Aldrich), phosphatase inhibitor cocktail 3 (Sigma Aldrich)) and the extract was cleared by filtering through Miracloth™ and centrifugation. An aliquot of 500 μl was taken for total mRNA extraction; the extracts were loaded on top of a sucrose cushion (1.75 M sucrose in PEB without detergents) and centrifuged (18 h, 90000 *g*) in a Beckman Ti70 rotor. The resulting pellet was taken up in wash buffer (0.2 M Tris, pH 9.0, 0.2 M KCl, 0.025 M EGTA, 0.035 M MgCl*2*, 5 mM DTT, 50 mg/mL Cycloheximide, 50 mg/mL Chloramphenicol, 80 mM beta-glycerophosphate, 1 mM Sodium Molybdate) and loaded on a 20-60% sucrose gradient. After ultracentrifugation (1.5 h, 190000 *g*) in a Beckman Sw55Ti rotor, the gradients were fractionated into 12 fractions using a Teledyne Isco Density Gradient Fractionation System with online detection of *A*_254_. These fractions were used separately or pooled into three samples containing non-polysomal material, small polysomes and large polysomes. Areas under the curves were calculated after subtracting the baseline obtained by measuring a blank gradient and normalizing to total area under the curve to account for possible uneven loading of the gradients. When no cushion enrichment step was performed, 1 ml of packed material was extracted with 1 ml of polysome extraction buffer as described above. Extract was filtered and centrifuged before loading of 750 μl directly on 20-60% sucrose gradients. Ultracentrifugation and fractionation were performed as described.

### RNA extraction

RNA was extracted using Guanidine-HCl extraction, followed by a clean-up step using the Spectrum Plant Total RNA Kit (Sigma Aldrich). To each sample (single or pooled fractions), 50 pg of luciferase RNA was added prior to mRNA extraction to allow normalization independent of the original RNA content of the sample.

### Microarray

Microarray analysis was performed in 3 biological replicates using Affymetrix GeneChips Arabidopsis AGRONOMICS Genome Arrays by ServiceXS, Leiden, The Netherlands. Labeled sense stranded cDNA was synthesized with the Ambion WT Expression kit using 100 ng RNA. Fragmentation and terminal labeling with 5.5 μg sscDNA was performed using the Affymetrix Terminal Labeling Kit. Nanodrop and BioAnalyzer were used to assess the concentration and the quality of the cRNA and fragmented sscDNA. 5.5 μg fragmented sscDNA were used for hybridization on the Affymetrix GeneChips Arabidopsis AGRONOMICS Genome Array. Hybridization, washing, and staining were performed with the GeneChip Hybridization, Wash and Stain Kit. Affymetrix GeneChip Command Console (v3.1) software was used to operate the Affymetrix fluidics stations and the scanned array images were analyzed using Affymetrix Command Console Viewer software. The GeneChip data were analyzed using the R statistical programming environment and the Bioconductor packages [61–64]. The aroma.affymetrix package was used to perform RMA background correction, normalization, probe summarization, and quality check of the data. The LIMMA package was used to obtain gene expression data [63]. Steady-state mRNA alterations were calculated using the ratio between the values obtained for total RNA in the sucrose treatment with the corresponding control (light or dark). Polysome association alterations were calculated using the ratio between the values obtained for polysomal RNA in the sucrose treatment with the corresponding control (light or dark). Polysomal occupancy alterations were calculated using the ratio between the polysome association and the steady-state levels. p-values were adjusted for multiple testing with the Benjamini and Hochberg method [61]. GO-term enrichment analysis was performed using the topGO package.

Microarray analysis was performed for three fractions of the sucrose density gradient (non-polysomal, small and large polysome). However, as the non-polysomal fraction contained much less RNA than the others, data obtained for these samples was not used in background correction and normalization to avoid the introduction of artifacts. Furthermore, initial analyses revealed that the list of genes found affected in small and large polysomes were nearly identical. Therefore, data for the small polysomal fraction was used to represent the polysomal fraction. Raw data is deposited along with description of the experimental setup in the GEO repository under the accession nr: GSE59306.

### Real time qRT-PCR

After DNase1 treatment (Thermo Scientific), cDNA was synthesized using the RevertAid Reverse Transcriptase (Thermo Scientific). Quantitative real-time PCR was performed using Power SYBR Green (Applied Biosystems) in a 5 μl reaction using the standard program of a ViiA™ 7 instrument (Applied Biosystems). Data was extracted using ViiA™ 7 Software v1.1. Primer amplification efficiency was calculated using LinRegPCR [65]. Primers used are listed in Additional file 10: Table S5. Results for the primer recognizing the luciferase RNA spike were used to normalize real time qRT-PCR data and the values obtained from gradient fraction samples were reported to the area under the corresponding gradient *A*_254_ curve to adjust for different RNA contents of the samples before extraction.

### Bioinformatic analysis

Both short and long DNA motifs (4-6 and 8-10 nucleotides, respectively) were analyzed in full transcripts, CDS, 5′UTR and 3′UTR (when the corresponding annotation was available) using MEME [66]. Background dinucleotide frequencies were provided separately for each sequence type. To test specificity of the resulting motifs, FIMO [66] was used to scan all genes represented on the microarray for motif hits in the corresponding sequence type. Motifs with FIMO p-value ≤0.001 (short motifs) or ≤0.0001 (longer motifs) were considered significant. Motif enrichment was computed using motif counts for gene lists versus the background using a one-tailed Fisher’s exact test. The distribution of sequence length, codon bias scores [67] and GC content in full transcript, CDS, 5′UTR, and 3′UTR, as well as enrichment for uORFs [68] using Fisher’s exact test, and the analysis of sequence context (-5 to +8) of the uORFs and main ORF start codon were performed using custom scripts comparing the gene list against the background.

## Additional files

Additional file 1: Table S1. Changes in metabolite concentrations induced by sucrose treatments in the light and in the dark. Values represent the relative peak areas observed for the different metabolites. Asterisks denote a significant difference to the light control, diamond symbol denotes a significant difference to the dark control (Student’s t-test with Bonferroni correction for multiple testing, p < 0.05). Additional file 2: Table S2. Microarray data of steady-state mRNA levels, polysomal mRNA levels, and polysomal occupancy for all the genes on the array. Genes with a fold change >2 for their expression values and a corrected p-value <0.05 are marked in the list. Additional file 3: Figure S1. Venn diagrams depicting the overlap of gene lists obtained by data analysis of microarrays. A) sucrose induced steady-state mRNA changes. B) sucrose induced polysomal mRNA levels changes. C) sucrose induced changes of steady-state mRNA levels and polysomal mRNA levels in the light. D) sucrose induced changes of steady-state mRNA levels and polysomal mRNA levels in the dark. E) sucrose induced changes of polysomal occupancy and steady-state mRNA levels in the light. F) polysomal occupancy changes in the dark and in the light. Additional file 4: Figure S2. Plots showing the polysomal association vs. transcriptional changes induced by sucrose in the light (A), in the dark (B), or by dark alone (C) compared to the corresponding control. Yellow points mark genes significantly affected (p < 0.05, more than 2-fold change) in steady state mRNA level, red circles mark genes significantly affected in their polysomal association, and black crosses genes significantly affected (p < 0.05) in their ribosome occupancy. Additional file 5: Figure S3. Mapman analysis of steady-state mRNA changes compared to the changes in metabolite concentrations measured by GC-MS. Changes induced by sucrose in the light A) and in the dark B), as well as by the dark treatment alone C) are displayed on the Mapman output for the TCA cycle. Significantly affected metabolite concentrations are shown using up- and downward pointing arrows next to the depicted metabolite. Additional file 6: Table S3. Summary of PlantGSEA results for lists of genes up- and down-regulated by sucrose treatment in the light or in the dark. Displayed is the overlap of the gene lists with published studies from the database obtained by the standard settings of the website. Additional file 7: Figure S4. Functional analysis of genes found affected in their polysomal occupancy after sucrose treatment in the light. Mapman functional categories found for 154 genes changed in translational loading after sucrose treatment in the light. Not included in the chart were 44 genes without ontology and 45 that fall in miscellaneous groups. Categories marked with an asterisk (*) contained GO terms found significantly enriched in topGO analysis. Additional file 8: Table S4. Changes in steady-state mRNA, polysomal mRNA levels, and polysomal occupancy induced by sucrose in the paralogs of ribosomal proteins. Log-fold changes >1 and p-values <0.05 are marked in color. Additional file 9: Figure S5. Real time qRT-PCR confirmation of the results obtained by microarray analysis for samples treated with sucrose in the light. Bar charts: Comparison of the RNA distribution in non-polysomal (light grey) and polysomal (dark grey) fractions after performing sucrose gradient fractionation without prior cushion purification. Data was normalized on LUC spike-in mRNA and the sum of signal in NP and PL was set as 100%. Bars show averages of 3 independent biological replicates ± SD. Asterisk denotes significant differences between sucrose and control as determined by Student’s t-test (p < 0.05). Line charts: qPCR analysis of gradient fractions of gradients performed after sucrose cushion enrichment of polysomes from the top (fraction 1) to the bottom of the gradient (fraction 12). Shown are averages of three independent biological replicates ± SD, expression values normalized on LUC spike and on the total area under the curve in the corresponding gradient analysis. Additional file 10: Table S5. Primer sequences used for real time qRT-PCR.

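The table gives, for each ribosomal protein gene, the log2 change after sucrose in total RNA, in polysomal RNA and in their difference, with an adjusted p for each. In its dark part the columns do not hold what their headings name. The column after the steady-state change is headed as its adjusted p, but 7 of its values are negative, and it minus the steady-state change equals the occupancy column to within 9e-06. It was therefore read as the polysomal change. Over 226 genes with values, the paper's light changes and those computed here had a Pearson's r across genes of 0.975 for the steady-state level, 0.980 for the polysomal level and 0.957 for occupancy. In the dark the r was 0.971, 0.959 and 0.941. The 13 genes that the paper's table marks for occupancy in the light all rose here, by 0.62 to 1.46 on the log2 scale, with adjusted p between 0.00553 and 0.246 from limma.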

# Supplementary material for: Increased sucrose levels mediate selective mRNA translation in Arabidopsis
**Source:** BMC Plant Biol. 2014 Nov 18;14:306. doi: 10.1186/s12870-014-0306-3
**Supplement:** Additional file 3: Figure S1. — Venn diagrams depicting the overlap of gene lists obtained by data analysis of microarrays. A) sucrose induced steady-state mRNA changes. B) sucrose induced polysomal mRNA levels changes. C) sucrose induced changes of steady-state mRNA levels and polysomal mRNA levels in the light. D) sucrose induced changes of steady-state mRNA levels and polysomal mRNA levels in the dark. E) sucrose induced changes of polysomal occupancy and steady-state mRNA levels in the light. F) polysomal occupancy changes in the dark and in the light.

## A sucrose induced steady-state mRNA changes

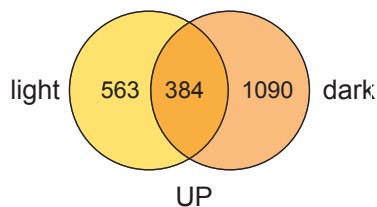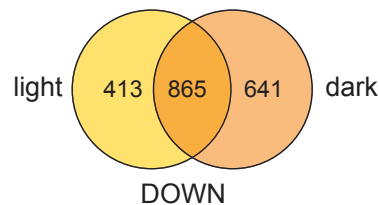

## B sucrose induced polysomal mRNA level changes

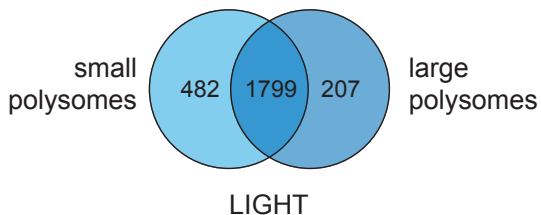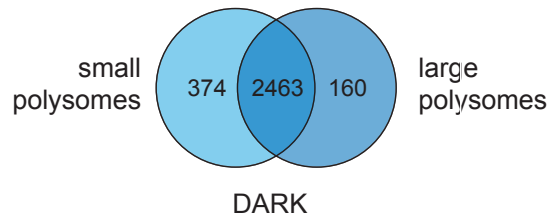

## C sucrose induced changes in the light

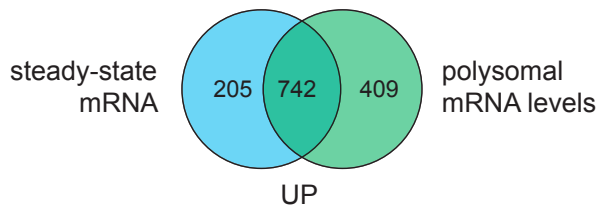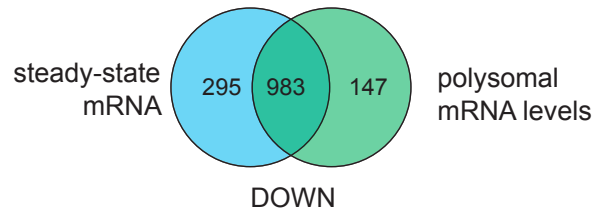

## D sucrose induced changes in the dark

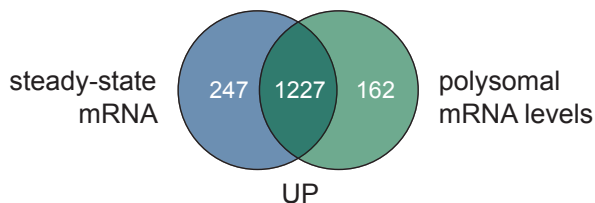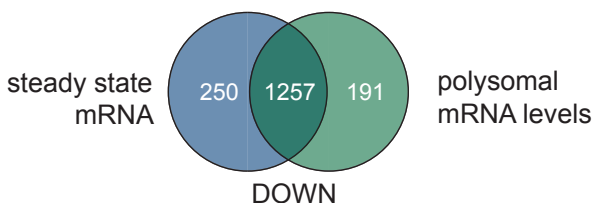

## E sucrose induced changes in the light

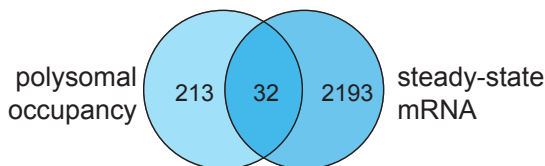

## F polysomal occupancy changes

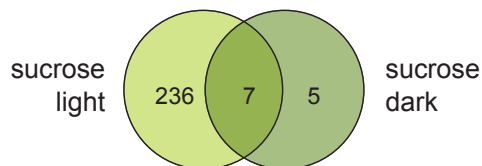

Additional File 3 – Figure S1

Venn diagrams depicting the overlap of gene lists obtained by data analysis of microarrays. A) sucrose induced steady-state mRNA changes. 

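For the polysomal level, 456 gene features rose in both the light and the dark, 1000 rose in the light without a called rise in the dark, and 1210 in the dark without one in the light. Falls were shared by 900 features, with 420 in the light alone and 762 in the dark alone. In the test of the difference itself with limma, the polysomal changes in the light and in the dark differed for 3507 features at an adjusted p under 0.05, and for 5397 with the replicate number as a block. This count was 483 without replicate 7, 450 without replicate 8 and 4620 without replicate 9, and 2243 without the dark sucrose polysomal array of replicate 9.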

B) sucrose induced polysomal mRNA level changes. C) sucrose induced changes of steady-state mRNA levels and polysomal mRNA levels in the light. 

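Rises in the light were called for 910 gene features in both total and polysomal RNA, for 223 in total RNA alone and for 546 in polysomal RNA alone. Falls were called in both for 1094, in total RNA alone for 312 and in polysomal RNA alone for 226.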

D) sucrose induced changes of steady-state mRNA levels and polysomal mRNA levels in the dark. 

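In the dark, 1425 gene features rose in both kinds of RNA, 238 in total RNA alone and 241 in polysomal RNA alone. For falls the numbers were 1422, 287 and 240.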

E) sucrose induced changes of polysomal occupancy and steady-state mRNA levels in the light. F) polysomal occupancy changes in the dark and in the light.

# Supplementary material for: Increased sucrose levels mediate selective mRNA translation in Arabidopsis
**Source:** BMC Plant Biol. 2014 Nov 18;14:306. doi: 10.1186/s12870-014-0306-3
**Supplement:** Additional file 5: Figure S3. — Mapman analysis of steady-state mRNA changes compared to the changes in metabolite concentrations measured by GC-MS. Changes induced by sucrose in the light A) and in the dark B), as well as by the dark treatment alone C) are displayed on the Mapman output for the TCA cycle. Significantly affected metabolite concentrations are shown using up- and downward pointing arrows next to the depicted metabolite.

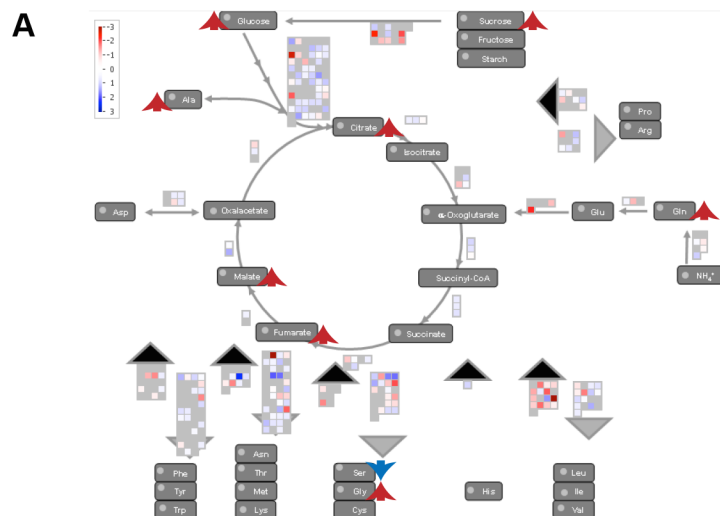

**sucrose vs control light**

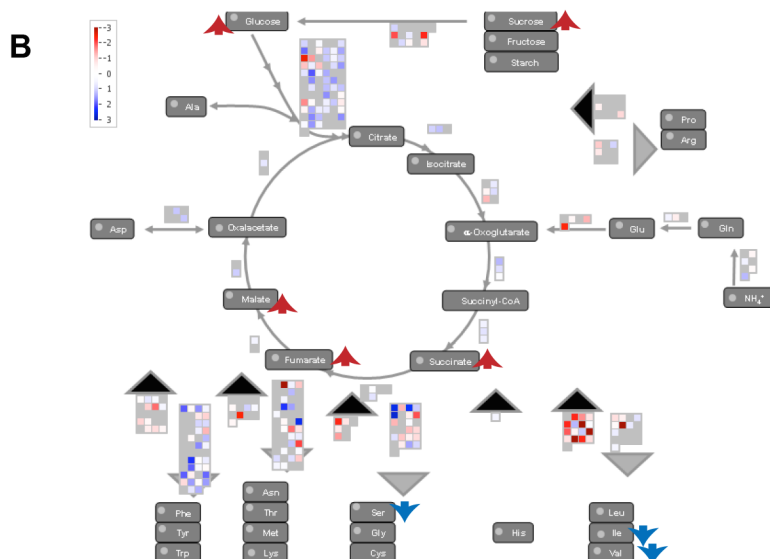

**sucrose vs control dark**

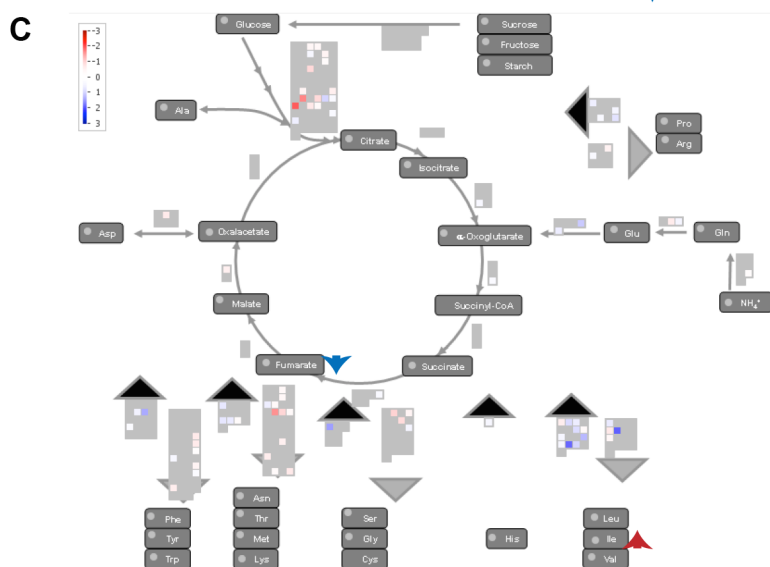

**dark control vs light control**

Additional file 5 – Figure S3

Mapman analysis of steady-state mRNA changes in compared to the changes in metabolite concentrations measured by GC-MS. Changes induced by sucrose in the light A) and in the dark B), as well as by the dark treatment alone C) are displayed on the Mapman output for the TCA cycle. Significantly affected metabolite concentrations are shown using up- and downward pointing arrows next to the depicted metabolite.

# Supplementary material for: Increased sucrose levels mediate selective mRNA translation in Arabidopsis
**Source:** BMC Plant Biol. 2014 Nov 18;14:306. doi: 10.1186/s12870-014-0306-3
**Supplement:** Additional file 7: Figure S4. — Functional analysis of genes found affected in their polysomal occupancy after sucrose treatment in the light. Mapman functional categories found for 154 genes changed in translational loading after sucrose treatment in the light. Not included in the chart were 44 genes without ontology and 45 that fall in miscellaneous groups. Categories marked with an asterisk (*) contained GO terms found significantly enriched in topGO analysis.

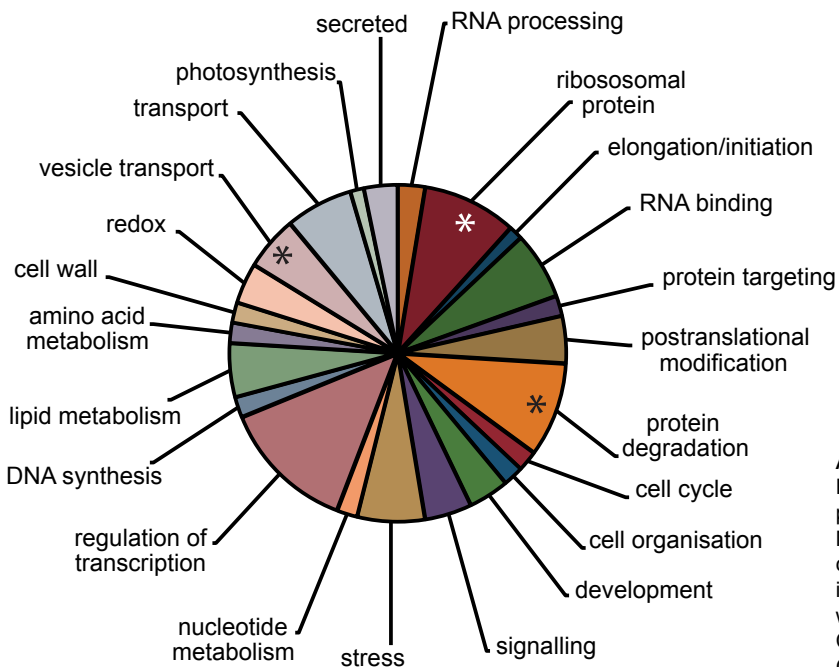

### Additional file 7 – Figure S4

Functional analysis of genes found affected in their polysomal occupancy after sucrose treatment in the light. Mapman functional categories found for 154 genes changed in translational loading after sucrose treatment in the light. Not included in the chart were 44 genes without ontology and 45 that fall in miscellaneous groups. Categories marked with an asterisk (\*) contained GO terms found significantly enriched in topGO analysis.

# Supplementary material for: Increased sucrose levels mediate selective mRNA translation in Arabidopsis
**Source:** BMC Plant Biol. 2014 Nov 18;14:306. doi: 10.1186/s12870-014-0306-3
**Supplement:** Additional file 9: Figure S5. — Real time qRT-PCR confirmation of the results obtained by microarray analysis for samples treated with sucrose in the light. Bar charts: Comparison of the RNA distribution in non-polysomal (light grey) and polysomal (dark grey) fractions after performing sucrose gradient fractionation without prior cushion purification. Data was normalized on LUC spike-in mRNA and the sum of signal in NP and PL was set as 100%. Bars show averages of 3 independent biological replicates ± SD. Asterisk denotes significant differences between sucrose and control as determined by Student’s t-test (p < 0.05). Line charts: qPCR analysis of gradient fractions of gradients performed after sucrose cushion enrichment of polysomes from the top (fraction 1) to the bottom of the gradient (fraction 12). Shown are averages of three independent biological replicates ± SD, expression values normalized on LUC spike and on the total area under the curve in the corresponding gradient analysis.

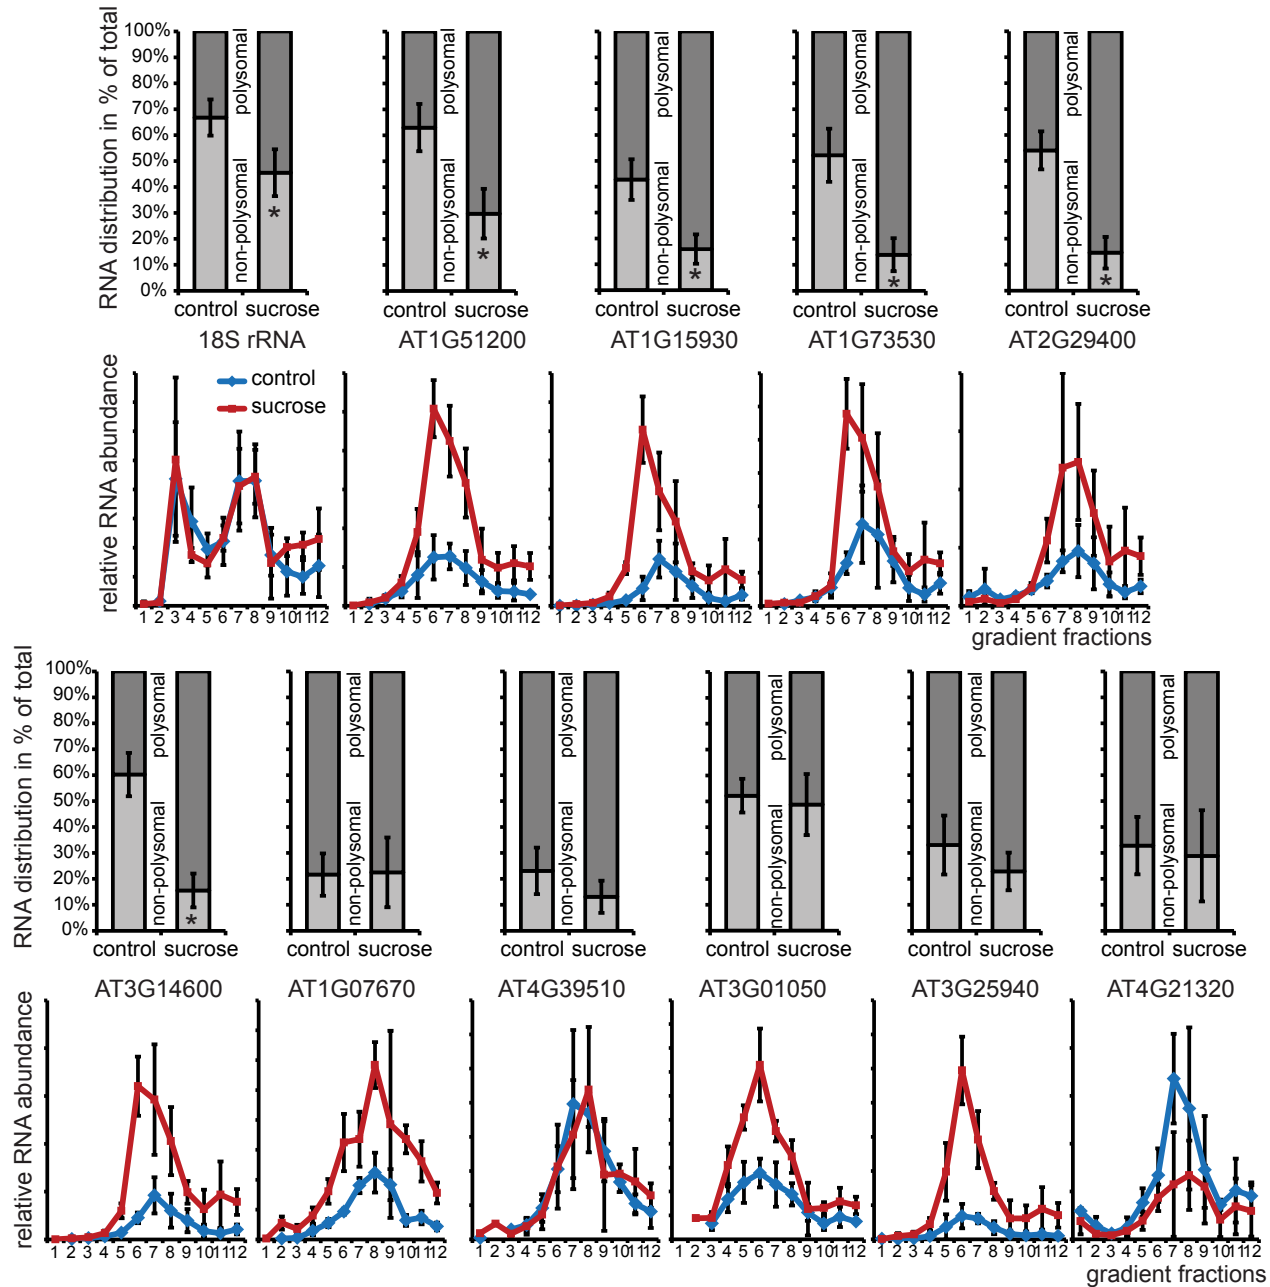

### Additional file 9 – Figure S5

Real time qRT-PCR confirmation of the results obtained by microarray analysis for samples treated with sucrose in the light. Bar charts: Comparison of the RNA distribution in non-polysomal (light grey) and polysomal (dark grey) fractions after performing sucrose gradient fractionation without prior cushion purification. Data was normalized on LUC spike-in mRNA and the sum of signal in NP and PL was set as 100%. Bars show averages of 3 independent biological replicates  $\pm$  SD. Asterisk denotes significant differences between sucrose and control as determined by Student's t-test ( $p < 0.05$ ). Line charts: qPCR analysis of gradient fractions of gradients performed after sucrose cushion enrichment of polysomes from the top (fraction 1) to the bottom of the gradient (fraction 12). Shown are averages of three independent biological replicates  $\pm$  SD, expression values normalized on LUC spike and on the total area under the curve in the corresponding gradient analysis.

How the deposited data were processed for this re-analysis (not part of the article)

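Total RNA and RNA of the small polysome fraction of 12 seedling cultures were analysed, 3 cultures for each of 4 treatments, on 24 AGRONOMICS1 arrays. The treatments were sorbitol or sucrose at 150 mM for 6 h, in light or in darkness. According to the paper, the seedlings were 10 days old, and according to the sample labels 7 days. Arrays of large polysomes and of the non-polysomal fraction, the metabolite measurements and the qRT-PCR were not analysed here.

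The authors made the deposited log2 values with RMA, that is with background correction, normalization between arrays and summarization of the probes of each gene, and left the non-polysomal arrays out of these steps. The values ranged from 0.83 to 14.49. They were used as deposited. Of 30174 loci, 29654 (98.3%) were named in a reference gene table, which was used for names only. Coordinates are those in the array's feature identifiers, whose genome build is not stated there.

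R 4.3.3 with limma 3.58.1 was used for all tests, and Python 3.11.15 with matplotlib 3.10.9 for figures. One linear model with 8 group means was fitted to all arrays, with moderated variances (3.57 prior degrees of freedom) and Benjamini-Hochberg adjustment within each comparison. Every adjusted p of a single gene comes from limma. Steady-state and polysomal changes were called at an adjusted p under 0.05 and more than 2-fold. Occupancy changes and light minus dark differences were called at an adjusted p under 0.05 alone. The SD beside a change is that of the 3 differences between arrays of the same replicate number. Gene sets were tested with limma's camera, at a preset correlation of 0.01, and with fry. The sets came from symbols and synonyms in the reference table, which brought in some genes whose names have another meaning (3 in the photosystem set, 3 among the ethylene response factors and 10 small nuclear RNAs in ribosome biogenesis), and their effect was examined after the values were seen. Of 120 set tests, 57 passed with camera, and 35 of these passed with fry in the same direction. Permutation tests used 100000 permutations, and comparison lists were matched on the mean level in 10000 draws.

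The comparisons, thresholds, gene sets, alternatives and the rule for naming genes were set before the data were examined. By that rule, the genes named are those the paper names, the starvation markers, ribosomal protein genes with an occupancy call, and for each steady-state and occupancy count the largest called changes with one direction in all replicates, a pair for rises and a pair for falls. Other names are marked as chosen later.

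Deviations of arrays with the same replicate number from their group means were correlated between treatments (0.109 to 0.387 for sucrose effects), but not in every pair of the dark control steady-state comparison (0.0147 to 0.296). The deviations of total and polysomal RNA of one culture had correlations from 0.211 to 0.598. For this reason, fits with the replicate number as a block and with the culture as a random block (estimated correlation 0.417) were among the alternatives. The others were only the arrays of the groups compared, an intensity trend with a robust prior, filters on low means, other normalizations, another scope of the adjustment, other fold thresholds, and leaving out replicates and single arrays, which for the overlaps and the counts of ribosomal proteins was added after the data were seen. In data simulated with 200 changed genes, drawn from features with a mean above the median, the steady-state test found 188 at a log2 change of 1.40. Residual SDs of single arrays lay between 0.167 and 0.222 in replicate 7, 0.188 and 0.218 in replicate 8, and 0.220 and 0.271 in replicate 9. The number of arrays limits the precision. Tests on untranslated regions, length and GC content were not run, since no genome sequence was at hand, and only 67.0% of the called features carry a span in their identifier.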

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

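The tests in this part were chosen before the results were seen, apart from the closer look at which splits gave large counts.

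The effect of sucrose differed between light and dark in the test of the difference itself, for 2716 gene features in the steady-state level and for 3507 in the polysomal level. The paper compares the lists of both conditions and does not report this test. When cultures were reassigned between light and dark at random, 7 of 100 splits gave as many steady-state calls as the real one, itself included, and for the polysomal level 4 of 100 did. For occupancy, where 0 features differed with limma (792 at an unadjusted p under 0.05 and 3 with the culture as a random block), 100 of 100 splits gave as many, an outcome that the count of 0 fixed. Each split with as many steady-state or polysomal calls was among the 10 that kept the 3 sucrose cultures of each condition together or exchanged all 3, and so retained the parting of light and dark sucrose cultures. These counts therefore do not tell whether chance can be excluded. The other 90 splits exchanged 1 or 2 sucrose cultures and gave at most 398 steady-state and 258 polysomal calls. The count also shifted on leaving out a replicate, which leaves fewer arrays per group. Steady-state calls numbered 335 without replicate 8, 397 without replicate 7 and 4467 without replicate 9, and polysomal calls 450, 483 and 4620 in the same order. Light itself stays open as a biological explanation, as does any other difference between the cultures of both conditions.

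Sets of genes differed between light and dark in the size of the sucrose effect, by camera's test of the difference. In the steady-state level, the median light minus dark difference was 0.36 for ribosomal proteins, -0.17 for WRKY factors, -0.34 for heat shock genes and -0.11 for vesicle transport, of which the heat shock and vesicle transport sets also passed with fry. In the polysomal level it was 0.59 for ribosomal proteins, 0.47 for photosystem and light harvesting genes, -0.28 for WRKY factors, -0.36 for heat shock genes, -0.25 for ethylene response factors and 0.27 for the proteasome, of which ribosomal proteins and heat shock genes passed with fry. In occupancy it was 0.30 for photosystem and light harvesting genes, 0.24 for ribosomal proteins, 0.15 for the proteasome and 0.050 for vesicle transport, and 0 of these 4 passed with fry, while all 4 had an unadjusted camera p under 0.05.

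For the ribosomal proteins, a technical origin was tested. In lists of genes with like signal levels the median polysomal difference reached at most 0.22, against 0.59, which argues against the signal level. With the deposited values of total and polysomal arrays normalized again separately, the difference was 0.59. This cannot undo the normalization by the authors, and the polysomal difference uses no total RNA array. Joint normalization as the cause is therefore not decided. Probes shared between paralogs were not tested and stay open, as does light as the biological explanation. For the other sets, the signal level was not tested. With total and polysomal arrays normalized separately, 111 of all 120 set tests stayed on their side of the threshold. Of the rest, 4 no longer passed and 5 newly passed. These counts take all sets and comparisons together, so they do not decide the cause for a single set.

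Of the genes named by the fixed rule, 13 differed between light and dark in their steady-state change. The rule itself takes the largest called values of this difference, so that AT3G46080, AT1G56060, LDOX and DFR were bound to pass. BCA3 and APL3 were named for a large sucrose change in a single condition, which favours a difference. The count is therefore no independent result. The light minus dark difference was -5.31 for AT3G46080, -4.86 for AT1G56060, -4.76 for BCA3, -3.67 for DIN2 and -3.00 for AT4G21320. It was 3.60 for LDOX, 3.51 for DFR, 1.56 for APL3, 1.39 for AT4G39510, 1.27 for AT2G10160, 0.95 for AT5G52960, 0.71 for RPL18aD and 0.62 for RPS19A. Of the 19 genes named after their values were seen, 8 differed, with 2.21 for CRK30, -1.31 for PSAT, 1.15 for RPS11B, 1.10 for AT4G03292, 0.88 for AT5G06165, 0.87 for AT2G17630, -0.65 for RPL10C and -0.50 for VTI1B. The control levels of LDOX, DFR and RPS11B lay below the lower quartile of the arrays, which limits the size of their values. No technical explanation was tested for single genes, and light stays open as a biological one.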

How the results depend on the processing

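Chosen after the results were seen were leaving genes whose names have another meaning out of 3 gene sets, and leaving out replicates or arrays for the overlaps and the counts of ribosomal proteins.

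Apart from leaving out arrays, 33 counts were computed under 15 alternative settings, which gave 314 values. Of these, 270 stayed within 1.5 times the reported count and 44 did not, and no direction reversed. Of 138 values for single genes, 121 stayed on their side of the threshold and 17 passed it. Of 396 values for gene set tests, 351 stayed, 28 no longer passed and 17 newly passed, with 22 of the losses under fry in place of camera. Among the 36 values without genes of another meaning, 33 stayed and 3 newly passed, namely the steady-state light minus dark differences of ethylene response factors (adjusted p = 0.0164) and ribosome biogenesis (0.0290) and the polysomal change of ribosome biogenesis in the dark (0.0105).

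The cause was not tested for the values that follow, unless the setting itself gives it. With the replicate number as a block, occupancy calls numbered 226 in the light and 1 in the dark, with 1 in both, 42 of the light calls had a steady-state call, 11 ribosomal protein genes of 11 families were called, the light minus dark difference was called for 4472 features in the steady-state level and 5397 in the polysomal level, and 4 starvation markers had a rise at an adjusted p under 0.05 in the dark control. With the culture as a random block, occupancy calls numbered 665 in the light, 38 in the dark, 18 in both, 10 in the dark control and 3 for the light minus dark difference, 99 of the light calls had a steady-state call, and 26 ribosomal protein genes of 23 families were called. All 109 features called in the light without a block were among those called with either block. With p adjusted over 9 comparisons together, occupancy calls numbered 686 in the light, 284 in the dark, 100 in both and 186 in the dark control, 96 of the light calls had a steady-state call, and 28 ribosomal protein genes of 25 families in the light and 6 genes in the dark were called. Here the many steady-state and polysomal calls loosen the adjustment of the occupancy tests.

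On the 19250 genes with the highest mean, 188 occupancy changes were called in the light, with 11 ribosomal protein genes of 11 families, and without the lowest 25% of genes 7 ribosomal protein genes of 7 families. Fewer genes were then tested. Quantile normalization of all arrays gave 2 occupancy calls in the dark and 5 ribosomal protein genes of 5 families in the light, and median centring 6 genes of 6 families. With only the arrays of the groups compared, which leaves fewer arrays for the spread, 73 ribosomal protein genes changed in the polysomal level in the dark. Without the 2-fold requirement, the steady-state calls were 3039 in the dark control, 8652 in the light and 9646 in the dark, and the polysomal calls 3385, 9496 and 9535. With a 2-fold requirement added, the light minus dark difference was called for 1268 features in the steady-state level and 1471 in the polysomal level.

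Leaving out a replicate number gave ranges of 200 to 444 steady-state calls in the dark control, 2195 to 2866 in the light, 3086 to 3623 in the dark and 335 to 4467 for the light minus dark difference. The polysomal ranges were 134 to 385, 2387 to 3118, 2952 to 3560 and 450 to 4620 in the same order, and those for occupancy 0 to 0, 0 to 345, 0 to 16 and 0 to 0. Starvation markers with a rise at an adjusted p under 0.05 in the dark control, of any size, ranged from 0 to 4. Leaving out single arrays gave 328 to 609, 2437 to 2691, 3266 to 3659 and 1807 to 3273 steady-state calls, 274 to 587, 2622 to 2999, 3216 to 3576 and 2243 to 3883 polysomal calls, and 0 to 1, 45 to 280, 0 to 16 and 0 to 0 occupancy calls. For the overlaps and ribosomal proteins, leaving out replicate numbers gave 0 to 15 occupancy calls in both light and dark, 0 to 47 light occupancy calls with a steady-state call, and 0 to 12 ribosomal protein genes and families with an occupancy call in the light. The ribosomal proteins with a steady-state change in the light numbered 124 to 200, and 36 to 72 over 2-fold. In the dark they numbered 45 to 115 in the steady-state level and 28 to 191 in the polysomal level, 4 to 13 of the latter over 2-fold. Single arrays gave 0 to 12, 14 to 35, 1 to 13, 172 to 198, 42 to 68, 77 to 118, 75 to 186 and 3 to 15 in the same order, and the other counts of this kind stayed within 1.5 times. The low ends for occupancy in the light came without replicate 7 or replicate 8 and the high end without replicate 9. Such fits have fewer arrays per group, so that a lower count does not by itself show an effect carried by the replicate left out. Among single genes, leaving out arrays gave 375 values, of which 351 stayed on their side of the threshold, 16 no longer passed and 8 newly passed.

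Adjustment over 9 comparisons was not run for the light minus dark differences, which are not among the 9. Tests on upstream open reading frames, motifs of untranslated regions, length and GC content were not run. The alternatives with the dark control as baseline and with matched lists have no value of their own for the dark occupancy change, which already uses both. Array signal over background limits genes with low means, and the occupancy test found few simulated changes of 0.70 (16 of 200, and 80 of 200 with the culture as a random block).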

Differences from the paper's values

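Chosen after the results were seen in this part was only leaving out replicates or arrays for the genes in both conditions and the ribosomal proteins. The paper's occupancy counts fuse lists of small and large polysomes, and the large polysomes were not analysed here, which is a limit of the comparison.

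For genes with an occupancy change after sucrose in the light, the paper's value is 243 and the value here 109. Of the alternatives set before the data were examined, the replicate block (226), the 19250 genes with the highest mean (188), leaving out replicate 9 (345), its light control polysomal array (188) or its dark sucrose polysomal array (280) come within 1.5 times the paper's value, and the others do not. In the dark, the paper's value is 12 and the value here 0, with 1325 at an unadjusted p under 0.05 from limma. Leaving out replicate 9 or its dark sucrose polysomal array (16 each) comes within 1.5 times, and the others do not. For genes in both conditions, the paper's value is 7 and the value here 0, and none of the alternatives run comes within 1.5 times. The count was 1 with the replicate block, 18 with the culture as a random block and 100 with adjustment over 9 comparisons. On leaving out replicates or arrays, which was chosen after the values were seen, it was 15 without replicate 9, 12 without its dark sucrose polysomal array, 1 without its light control polysomal array and 0 without the others.

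Rises in the light were about 230 in Fig. 3C, read by eye, as the paper's value, against 105 here. The replicate block, the 19250 genes with the highest mean, the filter on the lowest 25% of genes, and leaving out replicate 9, its light control polysomal array or its dark sucrose polysomal array come within 1.5 times, and the others do not. Falls in the light were about 10 in Fig. 3C, read by eye, in the paper and 4 here, and leaving out replicate 9 comes within 1.5 times. In the dark, rises were about 10 in Fig. 3C, read by eye, in the paper and 0 here, and leaving out replicate 9 or its dark sucrose polysomal array comes within 1.5 times. Falls were about 2 in Fig. 3C, read by eye, in the paper and 0 here, and leaving out replicate 9 comes within 1.5 times. The other alternatives do not.

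For ribosomal proteins with a change in occupancy in the light, the paper's value is 13 genes of 13 families and the value here 3 genes of 3 families. The replicate block and the 19250 genes with the highest mean (11 genes of 11 families each) come within 1.5 times, and the other alternatives set before the data were examined do not. On leaving out replicates or arrays, a choice made for this count after the values were seen, it comes within 1.5 times without replicate 9 (12 genes of 12 families, dropping 5 of the paper's 13), its light control polysomal array (9 of 9, dropping 6) or its dark sucrose polysomal array (13 of 13, dropping 3), and not without the others. All 13 genes of the paper were called with the culture as a random block and with adjustment over 9 comparisons, which also called other genes (26 and 28 in all), 10 were called without the dark sucrose polysomal array of replicate 9, 9 with the replicate block and 9 on the 19250 genes with the highest mean. Without replicate 9, 8 of the 13 were called, and without its light control polysomal array 7. The filter on the lowest 25% of genes and median centring called 6 each, quantile normalization and leaving out the dark sucrose polysomal array of replicate 8 called 5 each, and the intensity trend with a robust prior and leaving out the dark control total RNA array of replicate 9 called 4 each.

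For RPL18aC, the paper's adjusted p of the occupancy change in the light is 0.0168 and the value here 0.103. It was under 0.05 with the replicate block (0.0422), the culture as a random block (0.00602), adjustment over 9 comparisons (0.00756) and without the dark sucrose polysomal array of replicate 9 (0.0223), and not with the other alternatives. For RPS12A, the paper's adjusted p is 0.0267 and the value here 0.0679. It was under 0.05 with the replicate block (0.00871), the culture as a random block (0.00363), adjustment over 9 comparisons (0.00393), the 19250 genes with the highest mean (0.0399), the filter on the lowest 25% of genes (0.0483), quantile normalization (0.0475), median centring (0.0494), without replicate 9 (0.0184) and without its dark sucrose polysomal array (0.00510), and not with the others.

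The paper lists AT1G51200 among the genes changed in occupancy on the arrays. Here its adjusted p was 0.145, and it was under 0.05 with the culture as a random block (0.0114), adjustment over 9 comparisons (0.0131) and without the light control total RNA array of replicate 7 (0.0209). The paper states that no starvation gene was induced in the dark control, while here DIN2 of the 8 markers rose by 1.28 (adjusted p = 5.51e-04 from limma). Without replicate 8 its rise was 1.29 with an adjusted p of 0.0743. Sucrose in the dark raised DIN2 further, by 2.51 (adjusted p = 1.34e-08 from limma), while 7 markers were called as falls. The rise of DIN2 alone therefore does not decide on a starvation response.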

Other observations

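Chosen only after the results were seen were the tests of a larger spread between dark cultures, of replicate 9 as the whole cause, of a smaller change that stays under the threshold, of chance values in the selection of genes, of an exchange of arrays on genes called without replicate 9, of carried-over total RNA, and of a single array.

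For 7 of the 9 counts of single comparisons (the 3 steady-state counts, the 3 polysomal counts and occupancy in the light), 1 of 10 splits of the cultures gave as many calls, which was the real one. For occupancy in the dark control and in the dark with sucrose, where limma called 0 features (1276 and 1325 at an unadjusted p under 0.05, and 10 and 38 with the culture as a random block), 10 of 10 did, an outcome that the count of 0 fixed. The 10 splits cannot give a share under 0.1, so their number alone does not exclude chance for any of the 9. The other splits gave at most 3 calls for the dark control in the steady-state level, 1 in its polysomal level, 1 for sucrose in the dark in the steady-state level and in occupancy, and 0 for the other 5 counts.

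Fewer changes in occupancy were called in the dark than in the light. With the deposited values of total and polysomal arrays normalized again separately, 133 light changes were called. As this cannot undo the normalization by the authors, it does not decide on joint normalization as the cause. Over all genes, the spread between dark cultures was 1.05 times that between light cultures. For the 105 rises, however, the SD of the median occupancy between cultures was 0.31 in dark sucrose, 0.027 in light sucrose, 0.15 in the light control and 0.10 in the dark control. In genes chosen in the light without the replicate measured, the change had an SD of 0.50 in the dark and 0.16 in the light (n = 3). Since these genes were chosen in the light, a larger spread in the dark stays open. Without replicate 9, 16 dark changes were called, so that its dark cultures may contribute, but light calls were then 21.6 times the dark calls, which argues against them as the whole cause. The genes called in the light had a median dark change of 0.51, which is consistent with a smaller change in the dark that stays under the threshold. These explanations and an effect of light stay open, since the light minus dark difference was called for 0 genes with limma (792 at an unadjusted p under 0.05, 3 with the culture as a random block) and 3 replicates cannot give an exact p under 0.25.

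The response of occupancy in the dark was weak in replicate 9. An exchange of its control and sucrose polysomal arrays is argued against by the genes with a polysomal call in the dark made without replicate 9, of which 98.1% (3493 of 3560) moved the same way in replicate 9. Total RNA carried into the polysomal fraction would bring occupancy closer to 0. In the dark sucrose culture of replicate 9, the genes chosen in the light without replicate 9 had a median occupancy of -0.61, against 0.06 and -0.02 in the other dark sucrose cultures, which argues against it there. In the dark control culture their value was -0.64, against -0.84 and -0.74, and this difference is too small among 3 cultures to decide, so that carried-over RNA in that culture stays open. In the same genes, the median dark change of replicate 9 was -0.058. It does not test chance values of the selection, since dark arrays do not enter the light change. The median light change of these genes in replicate 9, which was left out of their choice, was 0.89, against -0.02 over all genes. That value argues against a selection by chance values. Leaving out the dark sucrose polysomal array of replicate 9 gave 16 dark calls and any other single dark array at most 1, so that a difference in this array alone is a candidate explanation. Its origin was not tested, and a biological difference of this culture stays open.

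The genes called in the light had a low occupancy in the controls. Their dark control occupancy does not enter the light change, though the dark control arrays enter the shared spread of its test. It was -0.74 relative to the other genes, which argues against chance values of the light control arrays. The light control value was -0.95 relative to lists with like signal levels, which argues against the signal level. Without the ribosomal proteins it was -0.87 relative to the other genes, but they make up only 3 of the 109 features, so that leaving them out could hardly move the median and tests nothing. That these mRNAs are held at low occupancy without sucrose is a hypothesis. The low values may also reflect properties of their probes in polysomal RNA, which were not tested, or their share on large polysomes, which were not analysed.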
